# SUMO protease and proteasome recruitment at the nuclear periphery differently affect replication dynamics at arrested forks

**DOI:** 10.1093/nar/gkae526

**Published:** 2024-06-25

**Authors:** Kamila Schirmeisen, Karel Naiman, Karine Fréon, Laetitia Besse, Shrena Chakraborty, Anissia Ait Saada, Antony M Carr, Karol Kramarz, Sarah A E Lambert

## Abstract

Nuclear pore complexes (NPCs) have emerged as genome organizers, defining a particular nuclear compartment enriched for SUMO protease and proteasome activities, and act as docking sites for the repair of DNA damage. In fission yeast, the anchorage of perturbed replication forks to NPCs is an integral part of the recombination-dependent replication restart mechanism (RDR) that resumes DNA synthesis at terminally dysfunctional forks. By mapping DNA polymerase usage, we report that SUMO protease Ulp1-associated NPCs ensure efficient initiation of restarted DNA synthesis, whereas proteasome-associated NPCs sustain the progression of restarted DNA polymerase. In contrast to Ulp1-dependent events, this last function is not alleviated by preventing SUMO chain formation. By analyzing the role of the nuclear basket, the nucleoplasmic extension of the NPC, we reveal that the activities of Ulp1 and the proteasome cannot compensate for each other and affect the dynamics of RDR in distinct ways. Our work probes two distinct mechanisms by which the NPC environment ensures optimal RDR, both controlled by different NPC components.

## Introduction

The eukaryotic genome is folded in 3D within a compartmentalized nucleus. Nuclear organization constitutes a critical layer of regulation of DNA-associated transactions and an important determinant of genome integrity (1). The stability of the genome is jeopardized during DNA replication; the progression of the replisome being recurrently threatened by a broad spectrum of obstacles that cause replication fork slowing, temporary fork stalling or terminal fork collapse (2). Such alterations of fork progression are a defining hallmark of replication stress. Failure to safeguard genome stability upon replication stress is a potent driving force behind the onset and progression of human diseases including cancer (3). While multiple replication fork repair pathways can be engaged at stressed forks to promote the completion of genome duplication, they result in variable outcomes for genome stability and thus must be carefully controlled and regulated. Our current knowledge of the regulatory functions played by nuclear organization in the usage of fork repair pathways remains in its infancy.

Among the fork repair pathways, homologous recombination (HR) is particularly active in protecting, repairing and restarting stressed forks, making HR an efficient tumor suppressor mechanism (4). The central factor of the HR machinery is the Rad51 recombinase that forms a nucleoprotein filament on single-stranded DNA (ssDNA) with the assistance of a loader, known as Rad52 in yeast models. In a non-recombinogenic mode, the Rad51 filament limits the degradation of ssDNA by various nucleases, thus ensuring the protection and integrity of stressed forks. In a recombinogenic mode, HR repairs broken forks with a single-ended double-strand break (DSB) by a mechanism called break-induced replication (BIR) and promotes replication resumption at DSB-free collapsed forks by a mechanism called recombination-dependent replication (RDR) (5). Both BIR and RDR are associated with non-canonical DNA synthesis, which is approximatively 100 times more mutagenic than canonical replication. Furthermore, during BIR and RDR, both DNA strands are synthesized by DNA polymerase delta (Pol δ) (6,7). These features allow experimental differentiation between DNA replicated by a repaired/restarted fork and DNA replicated by a canonical origin-born fork. Although stressed forks have the potential to relocate to the nuclear periphery (NP), little is known about the contribution of such changes in nuclear positioning in regulating the replicative functions of the HR machinery.

3D genome folding within the complex nuclear environment is a critical layer of DNA repair regulation. A striking example is the DNA damage response-dependent fate of DSBs that relocate to the NP or shift away from heterochromatic compartments to achieve error-free repair (8,9). This led to the concept that the membrane-less nuclear compartment exhibits distinct DNA repair capacities and that DNA repair machineries are spatially segregated. Nuclear pore complexes (NPCs) are macromolecular structures embedded in the nuclear envelope (NE) that act as nuclear scaffolds to regulate cellular processes via a wide range of mechanisms (10). The overall structure of NPCs is conserved among eukaryote kingdom, being composed of multiple copies of 30 different nucleoporins that associate in stable sub-complexes. The core NPC defines a central channel composed of transmembrane and channel nucleoporins. This core complex assembles with the outer and inner rings at the cytoplasmic and nuclear sides, respectively. A Y-shaped structure, located both at the cytoplasmic and nuclear side of NPCs, called in fission yeast the Nup107–Nup160 complex, is crucial for NPCs organization and proper segregation of chromosomes in eukaryotes (11–13). The final composition of individual NPCs is variable, depending on their position within the NE, suggesting that the NPC structure is dynamic. In particular, the nuclear basket, a nucleoplasmic extension of the core NPC, is the most dynamic part and NPCs localized in the nucleolar part of the NE are more frequently devoid of a nuclear basket (12). The primary functions of NPCs are the transport of macromolecules from the cytoplasm to the nucleus and mRNA export. NPCs also define a particular nuclear compartment enriched for the SUMO SENP protease and the proteasome and act as docking sites for DSBs and perturbed replication forks (8).

Stressed forks can relocate to the NP and, in some cases, anchor to NPCs (14). These include forks stalled by structure-forming DNA sequences, telomeric repeats, DNA-bound proteins and replication inhibitors (15–21). Although distinct scenarios arise depending on the source of replication stress and the model organism, the common emerging concept is that nuclear positioning of replication stress sites influences the usage of fork repair pathways. For example, in *Saccharomyces cerevisiae* (Sc), forks stalled within telomeric repeats associate with NPCs to restrict error-prone HR events and maintain telomere length (18). Forks stalled by CAG repeats, prone to form secondary DNA structure, also anchor to NPCs in a SUMO-dependent manner (16). In this instance, SUMOylated RPA on ssDNA at the stalled fork inhibits Rad51 loading, which is permitted only after NPC anchorage that subsequently favors error-free fork restart (17). Changes in nuclear positioning are far from being a yeast-specific phenomenon: upon DNA polymerase inhibition, stalled forks in human cells relocate to the NP to minimize chromosomal instability and ensure timely fork restart (20). Additionally, stressed forks at human telomeres relocate to NPCs to maintain telomere integrity (19).

We previously reported that, in the yeast *Schizosaccharomyces pombe* (Sp), dysfunctional forks relocate and anchor to NPCs in a SUMO-dependent manner, for the time necessary to achieve RDR (15). This change in nuclear positioning is critical to spatially segregate the subsequent steps of RDR. Dysfunctional forks are processed and remodeled in the nucleoplasm to load Rad51. SUMO chain, generated by the E3 SUMO ligase Pli1, then triggers relocation to NPCs. Relocation of dysfunctional forks to NPCs allows SUMO conjugates to be cleared by the SUMO deconjugating enzyme, Ulp1, which is sequestrated at the NP (22). Therefore, NPCs are an integral part of RDR regulation to promote HR-dependent DNA synthesis at dysfunctional forks. However, the dynamics underlying this process remain unexplored. In particular, the contribution of NPCs to non-canonical Pol δ/Pol δ DNA synthesis, a hallmark of HR-restarted forks, has not been addressed. Here, by mapping DNA polymerase usage during HR-mediated fork restart, we reveal that the SUMO protease, Ulp1, and the proteasome differentially affect the dynamics of HR-dependent fork restart by ensuring efficient resumption of DNA synthesis and by sustaining the dynamic progression of the restarted fork, respectively. Moreover, by studying the role of the nuclear basket in RDR, we show that Ulp1 and the proteasome do not compensate for each other. In particular, the defect in RDR caused by defective Ulp1-associated NPCs, but not defective proteasome-enriched NPCs, is alleviated by preventing SUMO chain formation. Our study uncovers mechanisms by which the NPC compartment acts as a critical environment for optimal HR-dependent fork restart.

## Materials and methods

### Standard yeast genetics and biological resources

Yeast strains and primers used in this work are listed in Supplementary Table S1 and S2, respectively. Gene deletion and tagging were performed by classical genetic techniques. To assess the sensitivity of chosen mutants to genotoxic agents, mid log-phase cells were serially diluted and spotted onto yeast extract agar plates containing hydroxyurea (HU), methyl methanesulfonate (MMS), camptothecin (CPT) or bleomycin (bleo). Strains carrying the *RTS1* replication fork block sequence were grown in minimal medium EMMg (with glutamate as a nitrogen source) with addition of appropriate supplements and 60 μM thiamine (barrier inactive, OFF). The induction of replication fork block was obtained by washing away the thiamine and further incubation in a fresh medium for 24 hours (barrier active, ON).

### Live cell imaging

For snapshot microscopy, cells were grown in filtered EMMg with or without 60 μM thiamine for 24 h to exponential phase (RFB OFF and RFB ON), then centrifuged and resuspended in 500 μl of fresh EMMg. 1 μl from the resulting solution was dropped onto Thermo Scientific slide (ER-201B-CE24) covered with a thin layer of 1.4% agarose in filtered EMMg (15). 21 z-stack pictures (each z step of 200 nm) were captured using a Nipkow Spinning Disk confocal system (Yokogawa CSU-X1-A1) mounted on a Nikon Eclipse Ti E inverted microscope, equipped with a 100× Apochromat TIRF oil-immersion objective (NA: 1.49) and captured on sCMOS Prime 95B camera (Photometrics) operated through MetaMorph^®^ software (Molecular Devices). GFP and mCherry proteins were excited with a 488 nm (Stradus® - Vortran Laser Technology, 150mW) and a 561 nm (Jive™-Cobolt, 100 mW) lasers, respectively. A quad band dichroic mirror (405/488/568/647 nm, Semrock) was used in combination with single band-pass filters of 525/50 or 630/75 for the detection of GFP and mCherry, respectively. Fluorescence and bright-field 3D images were taken at every 0.3μm over a total of 4.5μm thickness. Exposure time for the GFP channel was 500 ms and for the mCherry channel was 1000 ms. During the imaging, the microscope was set up at 25°C. For the experiment on Ulp1 and Cut11, the Gataca Live SR module (Gataca Systems), implemented on the Spinning Disk confocal system, was used to generate super-resolution images with lateral image resolution improvement (around 120 nm).

### Image analysis

Images were mounted and analyzed with Fiji software (23). First, the 3D Z series are converted into 2D projection based on maximum intensity values. The quantification of Ulp1 and Cut11 was performed using a homemade macro. The user draws manually all nuclear rings on the merge images as a first step. Then automatically, three types of regions were created from the manual annotation:

- the nucleus was obtained by enlarging the manual annotation to 3 pixels.
- the nucleoplasm was obtained by shrinking the nucleus to 8 pixels.
- the nuclear periphery has been extracted from the previous two regions by selecting only those pixels that are not common.

Several measurements were exported for all regions, such as perimeter of nuclei in pixels, area in pixels², the fluorescence density of a protein (annotated as ‘Mean fluorescence intensity’ in Fiji: this value represents the Raw Integrated Density measured in the selection and normalized by the area of the same selection) and the total fluorescence intensity of the protein (annotated as ‘RawIntDen’(Raw Integrated Density) in Fiji: this value represents the sum of all pixels intensities in the selection). To assess the co-localization of Ulp1 and Cut11 proteins, the JACoP plugin (24) was used to study the correlation between the intensities of these two proteins in different NPC mutant strains. Pearson and Manders’ coefficients were calculated for each nucleus obtained. Before running the analysis, pre-processing was applied (background subtraction using the rolling ball algorithm with a radius of 20 pixels and a Gaussian filter (sigma 1)) to reduce image noise and facilitate detection of the Ulp1 and Cut11 proteins needed to calculate Manders’ coefficients. The ‘Default’ thresholding method was used for the detection of Ulp1-GFP and Cut11-mCherry positive signals.

## 2DGE analysis of replication intermediates

Exponential cells (2.5 × 10^9^) were treated with 0.1% sodium azide and subsequently mixed with frozen EDTA (of final concentration at 80 mM). Genomic DNA was crosslinked with trimethyl psoralen (0.01 mg/mL, TMP, Sigma, T6137) which was added to cell suspensions and incubated for 5 min in the dark. Next, cells were irradiated with UV-A (365 nm) for 90 s at a constant flow of 50 mW/cm^2^. Subsequently, cell lysis was performed by adding lysing enzymes (Sigma, L1412) at a concentration of 0.625 mg/ml and zymolyase 100 T (Amsbio, 120493-1) at 0.5 mg/ml. Obtained spheroplasts were next embedded into 1% low melting agarose (InCert Agarose 50123, Lonza) plugs and incubated overnight at 55°C in a digestion buffer with 1 mg/ml of proteinase K (Euromedex EU0090). Plugs were then washed with TE buffer (50 mM Tris, 10 mM EDTA) and stored at 4°C. Digestion of DNA was performed using 30 units of restriction enzyme *Ase*I (NEB, R0526M) per plug. Samples were then treated with RNase (Roche, 11119915001) and beta-agarase (NEB, M0392L). Melted plugs were equilibrated to 0.3 M NaCl. Replication intermediates were purified using BND cellulose (Sigma, B6385) poured into columns (Biorad, 731-1550) (25). RIs were enriched in the presence of 1M NaCl 1.8% caffeine (Sigma, C-8960), precipitated with glycogen (Roche, 1090139001) and migrated in 0.35% agarose gel (1× TBE) for the first dimension. The second dimension was cast in 0.9% agarose (1× TBE) supplemented with 0.5 μg/ml of EtBr. Next, DNA was transferred to a nylon membrane (Perkin-Elmer, NEF988001PK) in 10× SSC. Finally, membranes were incubated with ^32^P-radiolabeled *ura4* probe (TaKaRa *Bca*BEST^TM^ Labeling Kit, #6046 and alpha-^32^P dCTP, Perkin-Elmer, BLU013Z250UC) in Ultra-Hyb buffer (Invitrogen, AM8669) at 42°C. The signal of replication intermediates was collected in phosphor-imager software (Typhoon-trio) and quantified by densitometric analysis with ImageQuantTL software (GE healthcare). The ‘tail signal’ was normalized to the overall signal corresponding to arrested forks.

### Replication slippage assay

The frequency of *ura4 +* revertants arising from the *ura4-sd20* allele was determined as follows. 5-FOA (EUROMEDEX, 1555) resistant colonies were grown on plates containing uracil with or without thiamine for 2 days at 30°C and subsequently inoculated into EMMg supplemented with uracil for 24 h. Then cultures were diluted and plated on EMMg complete (for cell survival) and on EMMg without uracil, both supplemented with 60 μM thiamine. After 5–7 days of incubation at 30°C colonies were counted to determine the frequency of *ura4+* reversion.

### Flow cytometry

Flow cytometry analysis of DNA content was performed as follows (26): cells were fixed in 70% ethanol and washed with 50 mM sodium citrate, digested with RNAse A (Sigma, R5503) for 2 h, stained with 1μM Sytox Green nucleic acid stain (Invitrogen, S7020) and subjected to flow cytometry using FACSCANTO II (BD Biosciences).

### Whole protein extract analysis

Aliquots of 1 × 10^8^ cells were collected and disrupted by bead beating in 1 ml of 20% TCA (Sigma, T9159). Pellets of denatured proteins were washed with 1 M Tris pH 8 and resuspended in 2× Laemmli buffer (62.5 mM Tris pH 6.8, 20% glycerol, 2% SDS, 5% β-mercaptoethanol with bromophenol blue). Samples were boiled before being subjected to SDS-PAGE on Mini-PROTEAN TGX Precast Gel 4-15% (Biorad, 4561086). Western blot using either anti-GFP (Roche, 11814460001), anti-HA (Santa Cruz Biotechnology, sc-57592), anti-TIR1 (MBL, PD048), anti-PCNA (Santa Cruz, sc-56) or anti-tubulin (Abcam, Ab6160) antibodies was subsequently performed. For the analysis of cellular patterns of global SUMOylation, whole protein extraction was performed as follows: aliquots of 2 × 10^8^ cells were collected and resuspended in 400 μl of water. The cell suspensions were mixed with 350 μl of freshly prepared lysis buffer (2M NaOH, 7% β-mercaptoethanol) and 350 μl of 50% TCA (Sigma, T9159). After centrifugation, pellets were further washed with 1 M Tris pH 8 and resuspended in 2× Laemmli buffer (62.5 mM Tris pH 6.8, 20% glycerol, 2% SDS, 5% β-mercaptoethanol with bromophenol blue). Samples were boiled before being subjected to SDS-PAGE on Mini-PROTEAN TGX Precast Gel 4–15% (Biorad, 4561086). Western blot using anti-SUMO antibody (non-commercial, produced in rabbit by Agro-Bio) was subsequently performed.

### Pulse field gel electrophoresis

Yeast cultures were grown to logarithmic phase in rich YES medium to a concentration of 5 × 10^6^/ml, synchronized in 20 mM HU for 4 h, and subsequently released to fresh YES medium. At each time point, 20 ml of cell culture was harvested, washed with cold 50 mM EDTA pH 8 and digested with lyticase (Sigma, L4025) in CSE buffer (20 mM citrate/phosphate pH 5.6, 1.2 M sorbitol, 40 mM EDTA pH 8). Next cells were embedded into 1% UltraPure™ Agarose (Invitrogen, 16500) and distributed into 5 identical agarose plugs for each time point. Plugs were then digested with Lysis Buffer 1, LB1 (50 mM Tris-HCl pH 7.5, 250 mM EDTA pH 8, 1% SDS) for 1.5 h at 55°C and transferred to Lysis Buffer 2, LB2 (1% *N*-lauryl sarcosine, 0.5 M EDTA pH 9.5, 0.5 mg/ml proteinase K) o/n at 55°C. The next day, LB2 was exchanged to for fresh LB2 and digestion was continued o/n at 55°C. After this, plugs were kept at 4°C. To visualize intact chromosomes, one set of plugs was run on a Biorad CHEF-DR-III pulse field gel electrophoresis (PFGE) system for 60 h at 2.0 V/cm, angle 120°, 14°C, 1800 s single switch time, pump speed 70 in 1× TAE buffer. Separated chromosomes were stained in ethidium bromide (10 μg/ml) for 30 min, washed briefly in 1× TAE and visualized with a UV trans-illuminator.

### Npp106-GFP chromatin immuno-precipitation

Chromatin immunoprecipitation against Npp106-GFP was done as described earlier (15) with the following modifications: 200 ml of logarithmic yeast culture (OD_600_∼ 1) for each strain and condition (*RTS1-*RFB OFF and ON) was divided into two 100ml aliquots and double-cross-linked first with 10 mM dimethyl adipimidate (DMA, Thermo scientific, 20660) and then with 1% formaldehyde (Sigma, F-8775). Next, cells were frozen in liquid nitrogen. Cell lysis was performed by bead beating in 400 μl of lysis buffer (50 mM HEPES pH7.5, 140 mM NaCl, 1% Triton X100, 0.1% Nadeoxycholate, 1 mM EDTA plus 1 mM PMSF and protease inhibitors, Sigma-Aldrich, P8215). Sonication of chromatin was done in a Diagenode Bioruptor Pico in Easy Mode, 10 cycles, 30s ON and 30s OFF at 4°C. Sonicated chromatin fractions were pooled for each condition. 5 μl of sonicated chromatin was preserved as the input fraction. Immunoprecipitation was carried out over night as follows: 300 μl of sonicated chromatin extract was incubated with anti-GFP antibody (Invitrogen, A11122) at 1:150 concentration and another 300 μl was incubated with Normal Rabbit IgG antibody (Cell Signaling Technology, #2729S) at dilution 1:75. The next morning, protein G Dynabeads (Invitrogen, 10003D) were added for 1 h. Immunoprecipitated proteins and inputs were decrosslinked for 2 h at 65°C. Inputs and the DNA associated with Npp106-GFP or control Rabbit antibody were purified using Qiaquick PCR purification kit (QIAGEN, 28104) and eluted in 400 μl of water for molecular biology (Sigma-Aldrich, 95284). Quantitative PCR was performed using SsoAdvanced Universal SYBR® Green Supermix (#1725274, Biorad). Primers used for qPCR are listed in Supplementary Table S2. The relative amounts of DNA, starting quantities based on standard curves for each pair of primers, were obtained using Biorad CFX Maestro 1.1.

### Pu-Seq

The published protocol (27) was used with minor modifications: size selection was performed using a Blue Pippin (Sage Science). We used rnh201-RED instead of rnh201::kan strain (28). Sequence files were aligned with Bowtie2 and alignment data converted to counts with custom Perl script (27). Analysis of polymerase usage was performed with custom R script (27). Sequence data is available under GEO dataset GSE247371.

The percentage of forks that restart at the barrier is estimated from the delta/delta bias plots (Figures 1C and 6C). Immediately downstream of the site of the barrier the level of increase in delta/delta bias is indicative of percentage of restarted forks (1 = 100% restarted; 0.5 = 0% restarted). The relative progression of the restarted forks is estimated from the relative change in slope of the delta/delta bias score as the forks progress from the barrier towards the right. This reflects the termination of the restarted forks as they meet canonical forks progressing leftwards: slow restarted forks will terminate closer to the barrier.

**Figure 1.**
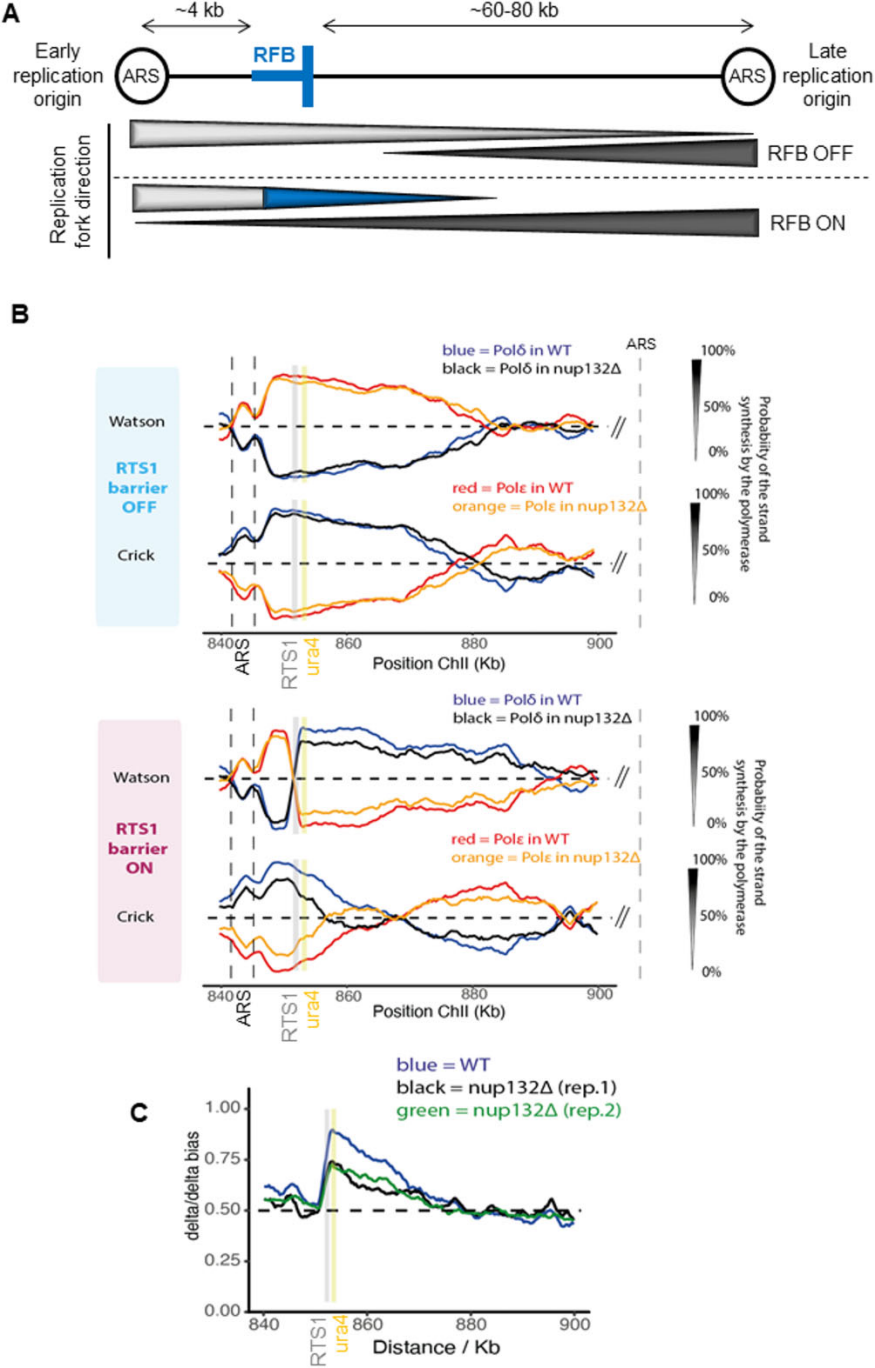
Ulp1-associated NPC promotes the dynamics of recombination-mediated fork restart. (**A**) Schematic of the *RTS1*-RFB locus on chromosome II. The position of the *RTS1*-RFB is indicated as thick blue bars. The directional RFB blocks the progression of right-moving forks that initiate from the left autonomously replicating sequence (ARS). The direction of unperturbed (RFB OFF) and perturbed replication (RFB ON) forks is indicated by the thickness of the arrows underneath. Light and dark gray bars indicate the progression of canonical rightward and leftward-moving forks, respectively. The blue bar indicates the progression of restarted replication forks mediated by homologous recombination. (**B**) Pu-Seq traces of the ChrII locus in *RTS1*-RFB OFF (top panel) and ON (bottom panel) conditions in WT and *nup132Δ* strains. The usage of Pol delta (in blue and black for WT and *nup132Δ* cells, respectively) are shown on the Watson and Crick strands. The usage of Pol epsilon (in red and orange for WT and *nup132Δ* cells, respectively) are shown on the Watson and Crick strands. Note the switch from Pol epsilon to Pol delta on the Watson strand at the RFB site (gray bar), which is indicative of a change in polymerase usage on the leading strand in RFB ON condition. The genomic location of the ARS, the *RTS1*-RFB and the *ura4* marker are indicated by dashed lines, a gray line and a yellow line, respectively. (**C**) Graph of Pol delta/delta bias over both strands (Watson and Crick) around the RFB site in WT and two independent replicates of *nup132Δ* strains. The gray and yellow bars indicate the position of the *RTS*1-RFB and of the *ura4* marker, respectively.

## Statistical analysis

Quantitative densitometric analysis of Southern blots after 2DGE was carried out using ImageQuant software. The ‘tail signal’ of resected forks was normalized to the overall signal corresponding to arrested forks.

Quantification of PFGE was performed using ImageJ and presented as % of migrating chromosomes relative to asynchronous profile. Cell imaging was performed using METAMORPH software and processed and analyzed using ImageJ software (23). The explanation and definition of values and error bars are mentioned within the figure legends. In most experiments, the number of samples is >3 and obtained from independent experiments to ensure biological reproducibility. For all experiments based on the analysis of cell imaging, the number of nuclei analyzed is mentioned in the figure legends. Statistical analysis was carried out using Mann–Whitney *U* test, Student's *t*-test and Fischer's exact test.

## Results

To investigate the contribution of the NP to the dynamics of HR-mediated fork restart, we exploited the *RTS1* replication fork barrier (RFB) that promotes the polar arrest of a single replisome at a specific genomic location (Figure 1A) (25). The activity of the RFB is fully dependent on the Rtf1 protein that binds to the *RTS1* sequence. The expression of Rtf1 can be artificially regulated by the *nmt41* promoter, which allows Rtf1 repression in thiamine-containing media (RFB OFF condition) and its expression upon thiamine removal (RFB ON condition). Alternatively, the *rtf1* gene can be deleted and the results compared with an *rtf1*+ strain. Forks arrested at the RFB become fully dysfunctional and undergo controlled degradation of the nascent strand by the end-resection machinery to generate ssDNA gap of ∼1 kb in length (29,30). RPA, Rad52 and Rad51 are loaded onto these ssDNA gaps, ensuring fork protection until the arrested fork is either fused with a converging fork or actively restarted by RDR, which occurs approximately 20 minutes after the arrest (6,28,31,32). The restarted fork is associated with a non-canonical, mutagenic DNA synthesis in which both strands are synthesized by Pol δ, making it insensitive to the RFB (28,31,33,34).

### Ulp1-associated NPCs ensure the efficient priming of recombination-mediated DNA synthesis

We previously reported that the nucleoporin Nup132, part of the Y complex of NPCs core, promotes RDR in a post-anchoring manner and acts downstream of Rad51 loading (15). The RDR defect observed in *nup132* null cells is caused by the delocalization of the Ulp1 SUMO protease from the NP since the artificial tethering of Ulp1 to the RFB, anchored to NPCs, restored RDR efficiency. Thus, Ulp1-associated NPCs prime HR-dependent DNA synthesis to ensure efficient RDR, but the dynamics of this process is unknown. To address this, we employed the polymerase usage sequencing (Pu-Seq) approach that allows the genome-wide mapping of the usage of Pol δ and polymerase epsilon (Pol ε) during DNA replication (35). 

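Pu-Seq libraries of WT, *nup132Δ* and *rpn10Δ* strains were analysed from the deposited counts. The authors aligned the reads with Bowtie2 and counted mapped ends per 300-bp bin on each strand, and the deposited counts carry no normalization. The forward strand was taken as Watson and the reverse strand as Crick. Each library comes from a strain with either the Pol δ or the Pol ε mutation, and replicates are named by the strain numbers of the sample labels. Of 23 libraries, 20 had a mean of at least 10 counts per bin over both strands and were used. Their totals lay between 5396348 and 38663174 counts, with a median of 12121763. Of the usable WT libraries, RFB OFF had 1 Pol δ library (17000711 counts) and 2 Pol ε libraries (13749680 and 15138124 counts). WT RFB ON had 1 Pol δ library (6505386 counts) and 1 Pol ε library (17765156 counts). *nup132Δ* RFB ON had 4 Pol δ libraries (5396348 to 13270315 counts, median 12121763) and 4 Pol ε libraries (5622167 to 38663174 counts, median 9723009.5). *nup132Δ* RFB OFF had 1 usable Pol δ library (14214799 counts). The 3 libraries left out, 1 each of WT RFB OFF Pol δ, WT RFB ON Pol δ and *nup132Δ* RFB OFF Pol ε, held 7167, 3167 and 987 counts. Counts were divided by the library total and averaged over the libraries of a polymerase. Pol δ usage in a bin and strand is the Pol δ value divided by the sum of the Pol δ and Pol ε values. The labels do not pair Pol δ with Pol ε libraries, so each SD given for a usage is over the libraries of one polymerase, each combined with the mean of the other. Intervals given for shares and usage cover counting error only.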

Pu-Seq makes use of a pair of yeast strains mutated in either Pol δ or Pol ε that incorporate higher levels of ribonucleotides during DNA synthesis. The mapping of ribonucleotides in a strand-specific manner in strains mutated either for Pol δ or Pol ε allows the genome-wide tracking of polymerase usage. Combined with the *RTS1*-RFB, the Pu-Seq method allows monitoring the usage frequency of each polymerase separately on both the Watson and Crick strand when the RFB is either inactive (RFB OFF, in an *rtf1Δ* genetic background) or constitutively active (RFB ON, Rtf1 expressed from the *adh1* promoter to maximize fork arrest efficiency) (28).

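The labels were compared with the counts at *rtf1* (SPAC22F8.07C, chromosome I, 4797195 to 4799127). The open reading frame spans 6 bins, and its counts relative to the flanking bins were expressed as a percentage of WT RFB ON of the same polymerase. In the 3 usable WT RFB OFF libraries they were 7.14% (Pol δ), 4.86% and 4.94% (Pol ε) of that level, and 6.22% in the *nup132Δ* RFB OFF library. In the 8 *nup132Δ* RFB ON libraries they lay between 102% and 120%. Counts on *nup132* itself (SPAC1805.04, chromosome I, 2777288 to 2781053) were between 1.18% and 1.76% of WT in those 8 libraries.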

At an inactive barrier site (RFB OFF), replication is canonical (leading strand synthesized by Pol ε and lagging strand synthesized by Pol δ) and proceeds from left to right in the majority of cells, initiating from an early replication origin (Figure 1A-B, top panel). This division of labor between Pol δ and ε changed sharply in an RFB ON strain: at the barrier site, Pol ε in the leading strand is switched to Pol δ during the restart of the blocked fork (Figure 1B, bottom panel). This sharp transition characterizes the efficiency of the restart itself. It means that this creates a bias towards Pol δ when considering both strands (Watson and Crick) downstream of the *RTS1*-RFB site due to the restart. 

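From 5 to 1 kb upstream of the barrier on chromosome II, Pol ε usage in WT RFB OFF was 0.867 on the Watson strand, with an SD of 0.00226 over the 2 Pol ε libraries. Pol δ usage on the Crick strand of the same region was 0.886. From 1 to 3 kb downstream of the barrier, Pol δ usage was 0.0942 on the Watson strand and 0.896 on the Crick strand. The only usable Pol δ library gives these values no SD over Pol δ libraries.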

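Pol δ usage on the Watson strand from 1 to 3 kb downstream of the barrier was 0.879 in WT RFB ON, 0.785 above RFB OFF. The usable WT libraries allow 6 arrangements of the RFB ON and OFF labels, so the two-sided exact permutation p of 0.167 is the smallest this design can give, and the difference cannot reach 0.05. Watson usage of Pol δ crossed 0.5 at 851.85 kb of chromosome II in WT RFB ON, in the coordinates of the files. The test of 8380 windows of 3 kb per strand (edgeR's quasi-likelihood test of the interaction of polymerase and RFB, Benjamini-Hochberg adjustment) called 0 windows between RFB ON and OFF, with 41 at an unadjusted p under 0.05 and none of the 38 windows around the barrier past the threshold. WT RFB ON had 1 library of each polymerase in this fit of 20 libraries, so the spread comes from the other groups. The Watson windows from 852001 to 861000 had log2 interactions of 5.71 to 5.94. The lack of calls therefore does not show a lack of change at the barrier.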

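The Pol δ/δ bias, the mean of Pol δ usage over both strands, was 0.864 from 1 to 3 kb downstream of the barrier in WT RFB ON (95% interval 0.851 to 0.874 from Poisson draws of the counts). In WT RFB OFF it was 0.495 (95% interval 0.488 to 0.503). On the scale given in the paper's methods, 0.5 stands for no restarted forks and 1 for all forks restarted. The bias in RFB ON was 0.806 from 4 to 6 kb, 0.727 from 9 to 11 kb and 0.555 from 19 to 21 kb downstream. WT RFB ON had 1 usable library of each polymerase and so no replicate SD. With the shallow WT Pol δ library included, the bias next to the barrier was 0.781. That library held 3167 counts and has the same weight there as the deep one.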

The Pol δ/δ bias reflects the time needed for the restart as well as the progression of the restarted fork relative to the canonical convergent fork coming from a late replication origin (28). 

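In *nup132Δ* RFB ON the bias from 1 to 3 kb downstream of the barrier was 0.699, with an SD of 0.0746 over the 4 Pol δ libraries and 0.0748 over the 4 Pol ε libraries. Its excess over 0.5 was 54.7% of the WT excess, with SDs of 20.5 and 20.5 percentage points over the Pol δ and the Pol ε libraries. Permuting the strain labels within each polymerase gave a two-sided exact p of 0.2, where the 25 arrangements allow 0.04 at the smallest. Leaving out each *nup132Δ* library in turn moved the percentage between 43.5% and 62.1%. An alternative chosen after seeing the data scaled the usage of each strain by 1 genome-wide factor, its strand asymmetry relative to WT RFB OFF. The percentage was then 91.0% (exact permutation p = 0.72), the setting that moved it most. Single pairs of a Pol δ and a Pol ε library gave a bias of 0.528 to 0.846.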

Based on the Pol δ/δ bias (Figure 1C), we estimated that, when compared to WT (*nup132*+) cells, only 60% of the expected number of forks were arrested and restarted in *nup132Δ* cells, while the remaining 40% were either not arrested or were arrested and did not restart before being rescued by an incoming leftward moving canonical fork. 

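Pol ε usage on the Crick strand from 1 to 11 kb downstream of the barrier was 0.364 in *nup132Δ* RFB ON and 0.289 in WT RFB ON, a difference of 0.0742. The SD of the *nup132Δ* value was 0.0887 over the Pol δ libraries and 0.0275 over the Pol ε libraries, so the difference is below the former. The two-sided exact permutation p was 0.4. The difference was -0.0484 with the shallow libraries included and -0.0159 with the genome-wide scaling chosen after seeing the data. It was 0.130 from 1 to 6 kb downstream, and 0.0440 to 0.0973 with 1 *nup132Δ* library left out, the lowest without KK1517.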

The increase in Pol ε usage on the Crick strand for ∼10 Kb downstream of the *RTS1* barrier is indicative of this latter scenario (Figure 1B). Remarkably, this fork-restart defect is consistent with our previous estimation using a proxy-restart assay that exploits the mutagenic nature of restarted DNA synthesis to provide a genetic readout of RDR efficiency. Using this proxy-restart assay, we previously reported a nearly two-fold reduction in RDR efficiency in *nup132Δ* cells compared to WT (15). 

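The slope of the bias from 2 to 12 kb downstream of the barrier was divided by its excess over 0.5 next to the barrier. The bias lost 3.84% of that excess per kb in *nup132Δ* RFB ON and 4.40% in WT RFB ON, a ratio of 0.872 with SDs of 0.210 over the Pol δ libraries and 0.170 over the Pol ε libraries (two-sided exact permutation p = 0.76). Over 5 kb in place of 10 kb, the ratio was 1.20, and with the shallow libraries included it was 0.622. Single pairs of a Pol δ and a Pol ε library of *nup132Δ* lost between -2.60% and 6.20% per kb. The bias smoothed over 11 bins had lost 50% of its excess 14.6 kb from the barrier in *nup132Δ* and 13.7 kb in WT, a distance of 107% of WT (exact permutation p = 0.76). That percentage fell to 95.6% without the Pol δ library KK1518 and to 93.4% with the deletions that have no marker named. It rose to 117% with an exponential fit, so its direction from WT is not fixed. It was 206% with the shallow libraries included, where a WT library of 3167 counts has the same weight as the deep one.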

Finally, the relative change in slope of the Pol δ/δ bias reduction over distance was similar between the two replicates from *nup132Δ* cells and the WT strain, indicating that the forks that succeeded to restart progress with similar speed (Figure 1C).

### The nuclear basket promotes RDR in a pre- and post-anchoring manner

We next investigated the role of the nuclear basket in dealing with replication stress. The *S. pombe* nuclear basket is composed of 4 non-essential nucleoporins: Nup60 (ScNup60), Nup61 (ScNup2, HsNup50), Nup124 (ScNup1, HsNup153) and Alm1 (ScMlp1/2, HsTPR) (12, 13). A fifth component is the essential nucleoporin Nup211, a second orthologue of ScMlp1/2 and HsTPR. Some of these components are known to contribute to resistance to DNA damage (36,37). We confirmed that *alm1Δ* cells were highly sensitive to a wide range of replication-blocking agents and bleomycin-induced DSBs, whereas *nup60Δ* and *nup61Δ* cells exhibited mild sensitivity only to hydroxyurea (HU), a replication inhibitor that depletes dNTP pool (Supplementary Figure S1A).

To establish if this HU sensitivity correlates with a defect in resuming replication following HU treatment, we arrested cells for 4 h in 20mM HU and then followed DNA content by flow cytometry upon release into HU-free media. Among nuclear basket mutants, only *nup61Δ* cells displayed a defect in the recovery from HU-stalled forks, a defect similar to the one previously reported for *nup132Δ* cells (15) (Supplementary Figure S1B): the WT strain reached a G2 DNA content 45 minutes after release, whereas both *nup132Δ* and *nup61Δ* cells exhibited an additional 15 minutes delay. This observation is supported by the analysis of chromosomes by Pulse Field Gel Electrophoresis (PFGE). HU treatment prevented chromosomes from migrating into the gel because of the accumulation of replication intermediates (Supplementary Figure S1C). WT chromosomes migrated into the gel with twice intensity of an asynchronous culture 90 minutes after release, indicating a complete recovery from HU-stalling forks and genome duplication of the WT genome (Supplementary Figure S1D). Consistent with the flow cytometry data, only chromosomes from *nup132Δ* and *nup61Δ* cells showed a clear delay in their ability to migrate into the gel following release from HU, confirming a role for Nup61 in promoting DNA replication upon transient fork stalling by HU.

To establish the role of the nuclear basket in promoting replication resumption at the RFB, we first measured replication slippage (RS) downstream of *RTS1*, a proxy measure of non-canonical replication resulting from RDR (34) (Figure 2A). The absence of Nup60 and Alm1, but not Nup124 or Nup61, led to a ∼2-fold reduction in the frequency of RFB-induced RS, indicating a reduced RDR efficiency (Figure 2B). The analysis of replication intermediates by bi-dimensional gel electrophoresis (2DGE) showed that fork arrest and the formation of large ssDNA gaps (>100 bp) at the RFB (which are visualized as a specific ‘tail’ DNA structure emanating from the fork arrest signal and descending toward the linear arc; see red arrow on Figure 2C) (32) were unaltered in all four non-essential nucleoporin mutants (Figure 2C, D). This indicates that the controlled degradation of the nascent strand and Rad51-dependent fork protection are unaffected. Thus, the RDR defect observed in *nup60Δ* and *alm1Δ* is not related to defect in the early steps of RDR, from ssDNA gap formation to Rad51 loading.

**Figure 2.**
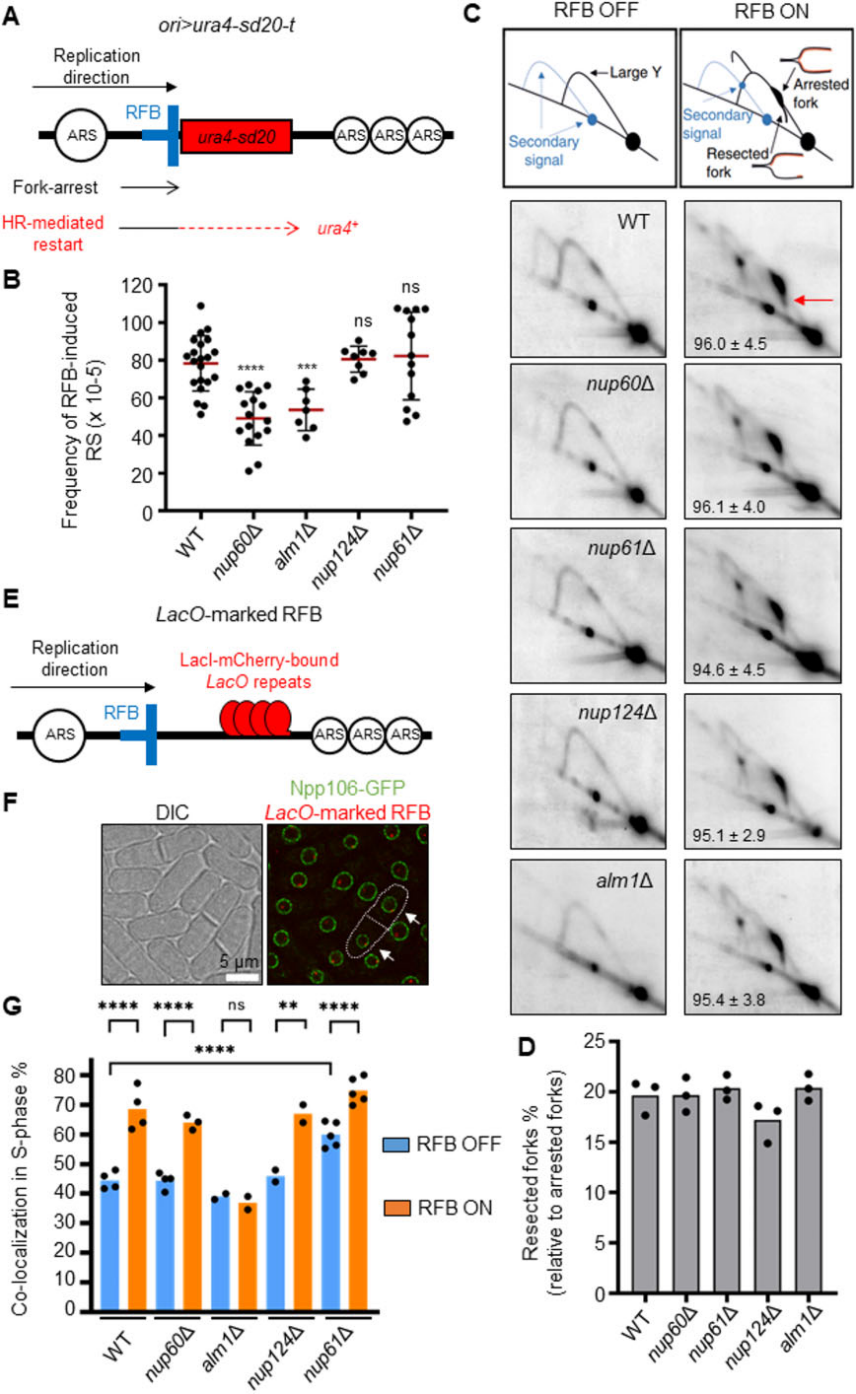
The nuclear basket promotes recombination-dependent replication in a pre- and post-anchoring manner. (**A**) Diagram of the *ori > ura4-sd20-t* construct on chromosome III (ori: replication origin, >: *RTS1*-RFB orientation that block right-moving forks, t: telomere). The non-functional *ura4-sd20* allele (red box), containing a 20 nt duplication flanked by micro-homology, is located downstream of the RFB (blue bar). During HR-mediated fork restart, the *ura4-sd20* allele is replicated by an HR-associated DNA synthesis that is liable to replication slippage (RS) resulting in the deletion of the duplication and the restoration of a functional *ura4^+^* gene (34). ARS: autonomously replicating sequence. (**B**) Frequency of RFB-induced RS in indicated strains. Each dot represents one sample from independent biological replicate. Red bars indicate mean values ± standard deviation (SD). *P* value was calculated by two-sided *t*-test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001; ns: non-significant). (**C**) Top panel: scheme of replication intermediates (RI) analyzed by neutral-neutral 2DGE of the *AseI* restriction fragment in RFB OFF and ON conditions. Partial restriction digestion caused by psoralen-crosslinks results in a secondary arc indicated on scheme by blue dashed lines. Bottom panels: representative RI analysis in indicated strains and conditions. The *ura4* gene was used as a probe. Numbers indicate the % of forks blocked by the RFB ± SD. The red arrow indicates the tail signal resulting from resected forks. (**D**) Quantification of resected forks in indicated strains. Dots represent values obtained from independent biological experiments. No statistical difference was detected between the samples using the two-sided *t*-test. (**E**) Diagram of the *LacO*-marked RFB. *LacO* arrays bound by mCherry-LacI (red ellipses) are integrated ∼7 kb away from the *RTS1*-RFB (blue bar). (**F**) Example of fluorescence (right panel) and bright-field images (left panel, DIC) cells expressing the endogenous Npp106-GFP fusion protein and harboring the *LacO*-marked RFB. Mono-nucleated cells and septated bi-nucleated cells correspond to G2 and S-phase cells, respectively. White arrows indicate co-localization events in S-phase cells. Scale bar: 5 μm. (**G**) Quantification of co-localization events, shown in f, in S-phase cells in indicated conditions and strains. Dots represent values obtained from independent biological experiments. At least 100 nuclei were analyzed for each strain and condition. Fisher's exact test was used for group comparison to determine the *P* value (****P ≤ 0.0001; ** *P* ≤ 0.01; ns: non-significant).

We next investigated the ability of the RFB to relocate to the NP. We employed a strain harboring a *LacO*-marked RFB expressing LacI-mCherry (Figure 2E) and an endogenously GFP-tagged Npp106, a NPC component, to mark the NP (Figure 2F). We counted co-localization events between the NP and the *LacO*-marked RFB, visualized by a LacI-mCherry focus (see white arrows on Figure 2F), as previously reported (15). When the RFB was inactive (RFB OFF), LacI foci co-localized with the NP in ∼45% of S-phase cells (Figure 2G). Upon activation of the RFB (RFB ON), the *LacO*-marked RFB was more often (∼70%) localized at the NP in WT cells (15). This shift of the active RFB to the NP was observed in all nuclear basket mutants, except *alm1Δ* (Figure 2G). The *nup61Δ* cells exhibited a slight increase in the frequency of co-localization events in RFB OFF condition but reached a similar enrichment at the NP to WT cells in RFB ON condition. Thus, Alm1 and Nup60 promote RDR in a pre- and post-anchoring manner, respectively.

### The nuclear basket promotes the sequestration of Ulp1 at the nuclear periphery

In budding yeast, several components of the nuclear basket are critical for peripheral Ulp1 localization, including ScNup60 and the synergistic action of ScMlp1 and ScMlp2 (38,39). We thus investigated the expression and the nuclear sub-localization of Ulp1 upon loss of nuclear basket functionality. Ulp1 was C-terminally tagged with GFP and Ulp1-GFP functionality was established using resistance to genotoxic stress (Supplementary Figure S2A). We observed that, in *nup60Δ* and *nup132Δ* mutants, Ulp1-GFP levels were largely abrogated whereas a ∼75% and ∼60% reduction was observed in *nup124Δ* and *alm1Δ* backgrounds, respectively (Figure 3A). Cell microscopy analysis showed that Ulp1-GFP was no longer sequestrated at the NP in *nup60Δ* and *nup132Δ* mutants (Figure 3B). Treating cells with bortezomib, a proteasome inhibitor (40), partly restored Ulp1-GFP protein level in *nup132Δ* and *nup60Δ* cells, similar to previous findings in budding yeast (38). However, the sequestration of Ulp1-GFP at the NP was far from being fully restored (Supplementary Figure S2B, C).

**Figure 3.**
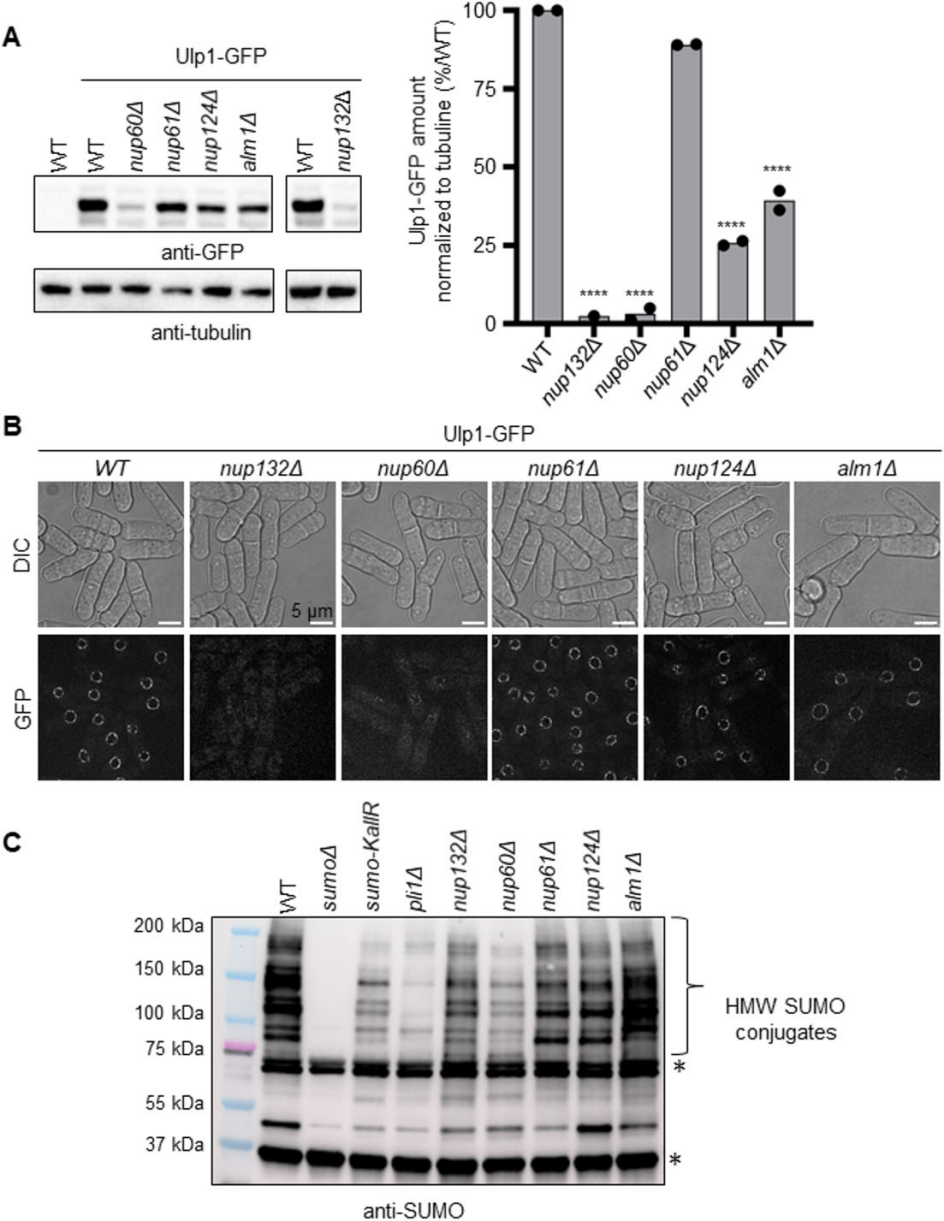
The nuclear basket regulates the expression of the SUMO SENP protease Ulp1. (**A**) Left panel: expression of Ulp1-GFP in indicated strains. An untagged WT strain was included as control for antibody specificity. Tubulin was used as a loading control. Right panel: quantification. The normalized amount of Ulp1 was calculated by dividing the GFP signal by tubulin signal. The normalized amount of Ulp1-GFP in the mutants is indicated as a percentage of the WT. Dots represent values obtained from independent biological experiments. *P* value was calculated by two-sided *t-*test (**** *P* ≤ 0.0001). (**B**) Example of fluorescence (bottom panel) and bright-field images (top panel, DIC) of cells expressing the endogenous Ulp1-GFP fusion protein in indicated strains. Scale bar 5 μm. (**C**) Expression of SUMO conjugates in indicated strains. A strain deleted for *pmt3* gene that encodes the SUMO particle (*sumoΔ*) was added as control for antibody specificity. * indicates unspecific signal.

In *S. pombe*, Ulp1 delocalization leads to the degradation of the SUMO chain-modified Pli1, an E3 SUMO ligase, resulting in a global decrease of SUMO conjugates (41). Consistent with Ulp1 expression being severely lowered and delocalized from the NP in *nup132Δ* and *nup60Δ* (Figure 3A and B), we observed a global reduction in the accumulation of SUMO conjugates when compared to WT (Figure 3C). The pattern of SUMO conjugates in *nup132Δ* and *nup60Δ* backgrounds was similar to that observed in a strain expressing SUMO-KallR, in which all internal lysine are mutated to arginine to prevent SUMO chain formation (15). The accumulation of SUMO conjugates was more adversely affected by the absence of Pli1 than in *nup132Δ* and *nup60Δ* cells, suggesting that Pli1 maintains some activity in these genetic backgrounds, as reported for *nup132Δ* cells (15). Despite the reduced Ulp1 expression in *nup124Δ* and *alm1Δ* cells, the pattern of SUMO conjugates was less affected, suggesting that the remaining Ulp1 is sequestered properly at the NP in these genetic backgrounds (Figure 3B and C).

To better characterize the nuclear basket function in sequestrating Ulp1 at the NP, we employed live cell imaging to detect simultaneously Ulp1 in WT and mutant backgrounds and quantify Ulp1 density at the NP. To ensure accuracy, we mixed an equal amount of exponentially growing WT cells expressing Ulp1-GFP with WT or nuclear basket mutants co-expressing Ulp1-GFP and Cut11-mCherry (Figure 4A). This approach allowed us to distinguish WT cells from the mutated strains within the same microscopy field, and thus accurately quantify peripheral Ulp1 irrespective of exposure and acquisition parameters. In addition, as Cut11 is a transmembrane core NPC nucleoporin, we also could quantify the total amount and density of NPCs. As previously reported (42), the nuclear morphology of *alm1Δ* cells was different from WT, with an increase in nuclear perimeter and size (Supplementary Figure S3A and S3B). The total amount of peripheral Ulp1 (i.e. total Ulp1 intensity) decreased in *nup132Δ*, *nup60Δ* and *nup124Δ* cells when compared to WT (Supplementary Figure S3C), resulting in a reduced peripheral Ulp1 density (i.e. intensity normalized by nuclear size, see materials and methods section) (Figure 4A and B). Although the total peripheral Ulp1 intensity was slightly increased in *alm1Δ* cells (Supplementary Figure S3C), the increased nuclear size led to a significant reduction in peripheral Ulp1 density (Figure 4B). The total amount of Cut11 was variable in all strains when compared to WT (Supplementary Figure S3D) but we observed a clear reduction in peripheral Cut11 density in *alm1Δ* cells because of an increased nucleus size (Figure 4C). Finally, we quantified co-localization between Cut11-mCherry and Ulp1-GFP signals as a read-out of Ulp1-associated NPCs, using Manders overlap coefficient (Figure 4D-E) and Pearson correlation coefficient (Supplementary Figure S3E). As a control we first assigned co-localization between Cut11-mCherry and Npp106-GFP, two core components of NPC. Between 80 and 90% of Cut11 signal was associated with Npp106 under our microscopy conditions, validating our methodological approach (Figure 4D-E and Supplementary Figure S3E). In the absence of either Nup132 or Nup60, the low level of Ulp1 appeared to not overlap with Cut11 at the resolution achieved on the images, indicating that Ulp1-associated NPCs are abolished. Despite a lower NPCs density and a reduced Ulp1 expression in the absence of Alm1, Ulp1-associated NPCs were only moderately affected (∼70% compared to ∼75% in the WT background). In contrast, only ∼50% of Cut11 signal was correlated with Ulp1 in *nup124Δ* cells (Figure 4E and Supplementary Figure S3E), indicating that Ulp1-associated NPCs are less abundant. We concluded that Nup60, and to a lesser extent Nup124, are two key components of the nuclear basket that sequester Ulp1 at the NP.

**Figure 4.**
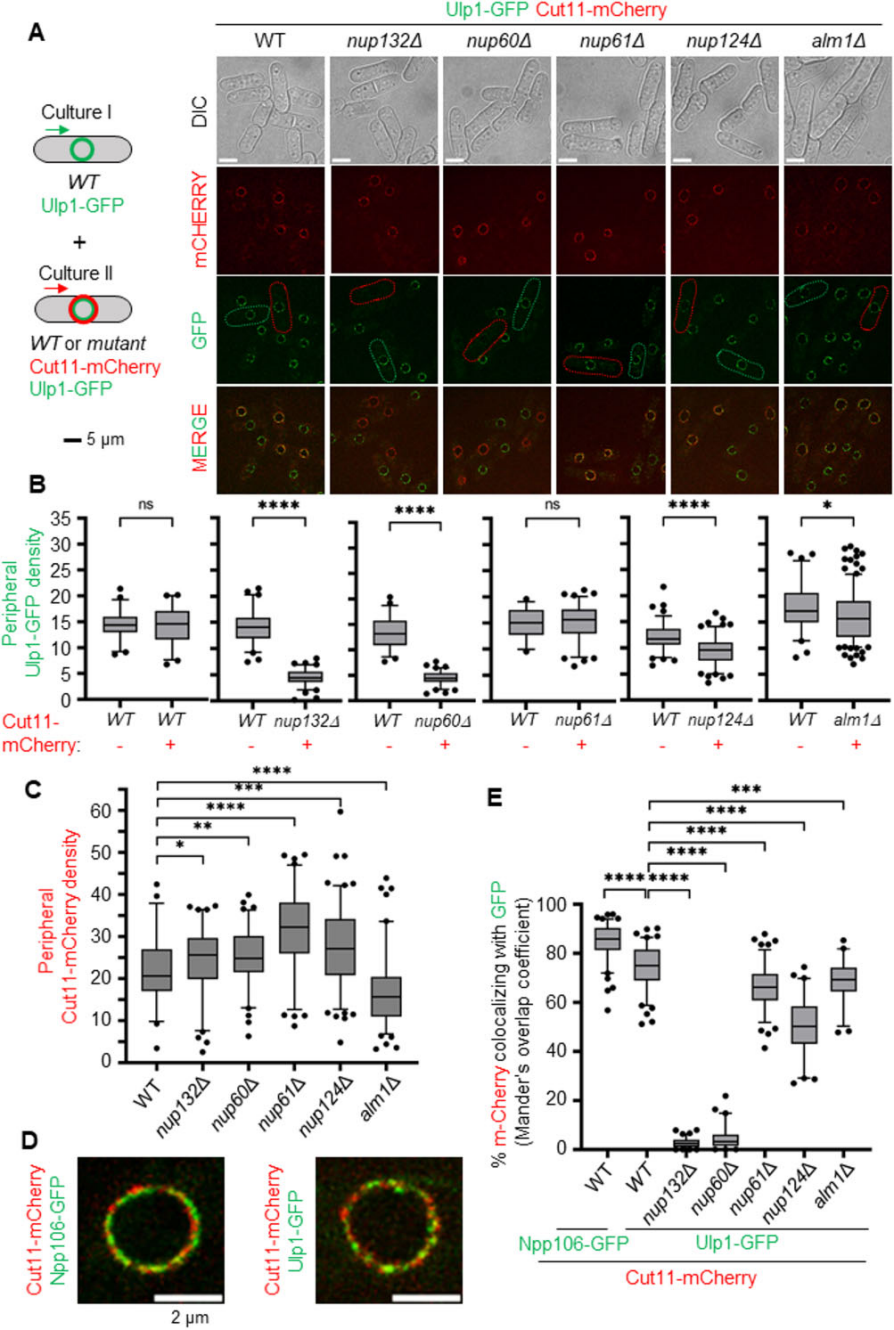
The nuclear basket contributes to sequester the SUMO SENP protease Ulp1 at the nuclear periphery. (**A**) Left panel: scheme of the strategy employed by equally mixing two genetically distinct cell cultures. Right panel: representative cell images of Cut11-mCherry and Ulp1-GFP in indicated strains. Green and red cell borders indicate cells from culture I (expressing Ulp1-GFP) and culture II (expressing Ulp1-GFP Cut11-mCherry), respectively. Scale bar 5 μm. (**B**) Box-and-whisker plots of Ulp1-GFP density (mean fluorescence intensity) at the nuclear periphery in indicated strains and conditions. Boxes represent the 25/75 percentile, black lines indicate the median, the whiskers indicate the 5/95 percentile and dots correspond to minimum and maximum values. *P* value was calculated by Mann–Whitney *U* test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001; ** *P* ≤ 0.01; * *P* ≤ 0.05; ns: non-significant). At least 50 nuclei were analyzed for each strain. (**C**) Box-and-whisker plots of Cut11-mCherry density (mean fluorescence intensity) at the nuclear periphery in indicated strains. Boxes represent the 25/75 percentile, black lines indicate the median, the whiskers indicate the 5/95 percentile and dots correspond to minimum and maximum values. *P* value was calculated by Mann–Whitney *U* test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001; ** *P* ≤ 0.01; * *P* ≤ 0.05; ns: non-significant). At least 50 nuclei were analyzed for each strain. (**D**) Example of the localization of Npp106-GFP and Cut11-mCherry (left panel) or Ulp1-GFP and Cut11-mCherry (right panel) on overlay images. Scale bar: 2 μm. (**E**) Box-and-whisker plots of co-localization between Cut11-mCherry and Ulp1-GFP (Mander's overlap coefficient) in indicated strains. The co-localization between the Npp106-GFP, an inner ring nucleoporin of NPC, and Cut11-mCherry, was performed as a control to show maximum correlation between intensities of those both proteins at the resolution achieved on the images. Boxes represent the 25/75 percentile, black lines indicate the median, the whiskers indicate the 5/95 percentile and dots correspond to minimum and maximum values. *P* value was calculated by Mann–Whitney *U* test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001)

In budding yeast, Mlp1 and Mlp2 act synergistically to sequester Ulp1 to the NP (39). We therefore addressed the role of the second TPR orthologue Nup211, an essential nucleoporin in *S. pombe*. We employed an auxin-inducible degron (AID) approach using the recently developed AID2 version that makes use of OsTIR1-F74A to target AID-tagged proteins for degradation (43). Nup211-HA-mAID was efficiently degraded 30 minutes after the addition of 5-adamantyl-IAA and no degradation was observed in the absence of TIR1-F74A (Supplementary Figure S4A). We observed a ∼40% reduction in Ulp1-GFP expression 60 minutes after 5-adamantyl-IAA addition, compared to the control strain in which TIR1-F74A is not expressed (compare lines 3 and 4 in Supplementary Figure S4B). However, Ulp1-GFP expression was slightly decreased in the strain expressing TIR1-F74A in the absence of 5-adamantyl-IAA (compare lines 1 and 2 in Supplementary Figure S4B). Consistently, these strains showed a significant growth defect when plated on media free of drug (Supplementary Figure S4C), indicating that either the AID2 system applied to Nup211 is leaky or that the C-terminal degron tag partially compromised Nup211 function. When we quantified peripheral Ulp1-GFP by live-cell imaging, we observed that the addition of 5-adamantyl-IAA led to an increased in peripheral Ulp1 density in WT cells and no changes were observed upon degradation of Nup211 (Supplementary Figure S4D). We concluded that Nup211 makes little contribution to Ulp1 expression and peripheral sequestration. We wanted to test the possibility that Alm1 and Nup211 act synergistically to regulate Ulp1 expression and localization, but we failed in generating viable spores combining *alm1* deletion with the *nup211-HA-mAID* allele.

### Tethering of the RFB to Ulp1-associated NPCs rescues RDR defect in *nup60Δ* but not in *alm1Δ cells*

Since Ulp1 is no longer sequestrated at the NP in the absence of Nup60 and the RFB is no longer enriched at the NP in the absence of Alm1, we analyzed the double mutant and found that the level of RFB-induced RS was similar to that observed in *nup60Δ* cells (Figure 5A). This result would be consistent with arrested forks having no access to Ulp1-associated NPCs in the absence of Alm1, resulting in an RDR defect. To directly test this, we employed a previously successful approach to tether Ulp1-LexA to the RFB harboring 8 LexA binding sites (either *t-LacO-ura4:LexBS < ori* for nuclear positioning (Figure 5B) or *t-ura4-sd20:lexA < ori* for RFB-induced RS (Figure 5C)) (15). In WT cells, the *LacO*-marked RFB was constitutively enriched at the NP upon expression of Ulp1-LexA, whatever its activity (OFF or ON), showing that Ulp1 is successfully tethered to the RFB (Figure 5B). Consistent with the role of Nup60 in sequestrating Ulp1 at the NP, the inactive RFB did not shift to the NP in *nup60Δ* cells, but was efficiently enriched at the NP in RFB ON condition. This confirms that Ulp1 is dispensable for the NPC anchorage of the RFB (Figure 5B). By performing chromatin immuno-precipitation (ChIP), we confirmed that Npp106-GFP was similarly enriched at the RFB upon Ulp1-LexA tethering in the RFB ON condition in both WT and *nup60Δ* cells (Supplementary Figure S5). Remarkably, tethering Ulp1-LexA to the active RFB, anchored to NPC, resulted in an increased frequency of RFB-induced RS in *nup60Δ* cells, indicating that the lack of Ulp1-associated NPCs is a limiting step in promoting HR-mediated DNA synthesis (Figure 5C). In addition, we combined the *nup60* deletion with SUMO-KallR, which allows only mono-SUMOylation to occur (cf. Figure 3C). As previously reported (15), we observed a slight increase in RFB-induced RS in SUMO-KallR strain (Figure 5D). As expected, preventing SUMO chain in *nup60Δ* cells restored RFB-induced RS to the WT level, further confirming that the reduction in RDR efficiency caused by defective Ulp1-associated NPCs is alleviated by preventing SUMO chain formation (Figure 5D).

**Figure 5.**
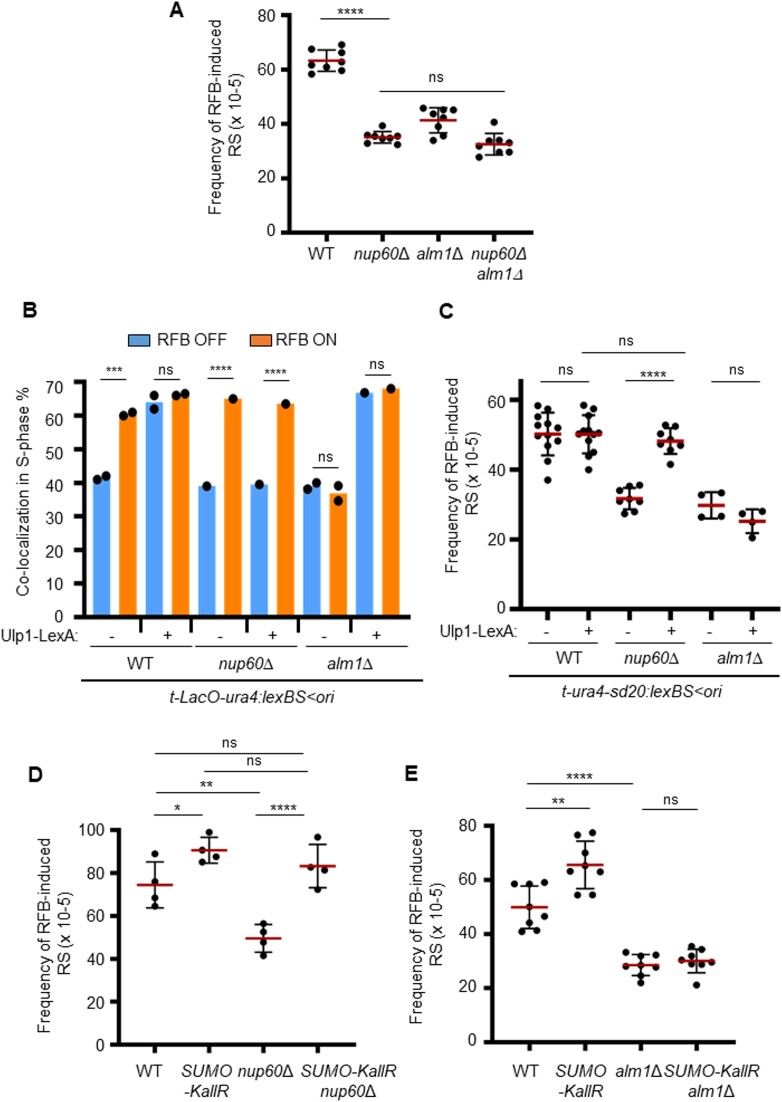
Tethering of Ulp1 to the RFB rescues RDR defect in *nup60Δ* but not *in alm1Δ* cells. (**A**) Frequency of RFB-induced RS in indicated strains and conditions. Dots represent values obtained from independent biological experiments. Red bars indicate mean values ± SD. *P* value was calculated by two-sided *t-*test (**** *P* ≤ 0.0001; ns: non-significant). (**B**) Quantification of co-localization events in S-phase cells in indicated conditions and strains. Dots represent values obtained from independent biological experiments. At least 100 nuclei were analyzed for each strain and condition. *P* value was calculated by two-sided Fisher's exact test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001; ns: non-significant). (**C–E**) Frequency of RFB-induced RS in indicated strains and conditions. Dots represent values obtained from independent biological experiments. Red bars indicate mean values ± SD. *P* value was calculated by two-sided *t-*test (**** *P* ≤ 0.0001; ** *P* ≤ 0.01,* *P* ≤ 0.05 ns: non-significant).

Surprisingly, applying similar approaches to *alm1Δ* cells resulted in different outcomes, indicating a distinct flavor of RDR defect. Preventing SUMO chain formation did not rescue the RDR defect observed in the absence of Alm1 (compare *alm1Δ* and *alm1Δ* SUMO-KallR on Figure 5E), indicating that the RDR defect observed in this mutant is not alleviated by preventing SUMO chain formation. Moreover, tethering Ulp1 to the RFB did not rescue the RDR defect (Figure 5B and C). The analysis of the nuclear positioning of the *LacO*-marked RFB showed that the RFB was efficiently shifted to the NP in *alm1Δ* cells regardless its activity, thus allowing bypassing the role of Alm1 in locating the active RFB at the NP (compare RFB ON condition with or without Ulp1-LexA in *alm1Δ* on Figure 5B). In other words, the artificial anchorage of the RFB to Ulp1-associated NPCs is not sufficient to rescue the RDR defect of *alm1Δ* cells. This indicates that the lack of RFB relocation to the NP is not the underlying cause of the RDR defect and that Alm1 is probably required at NPCs to promote RDR independently of Ulp1. Interestingly, Daga *et al.* have reported that Alm1 is required for proper localization of the proteasome to the NE: several proteasome subunits and anchors, such as Mts2 (also known as Rpt2), Mts4 and Cut8, are not properly localized at the NP in *alm1Δ* cells (42). Furthermore, we previously proposed that the proteasome activity is necessary to promote RDR but that this might not be under Nup132 regulation (15). Given the technical difficulty of restoring a stoichiometric proteasome at the NP in *alm1Δ* cells, we turned our attention to a viable proteasome mutant to address its role in the dynamic of RDR. This decision was also motivated by the fact that the deletion of both *alm1* and *rtf1*, a genetic background needed for Pu-Seq analysis, has been reported to be synthetic lethal (42).

### Proteasome-associated NPCs sustain the dynamics of HR-restarted fork

Rpn10 is a regulatory subunit of the 19S proteasome that physically interacts with Mts4/Rpn1 and that is enriched at the NP (44–46) and promotes cell resistance to replication blocking agents (Supplementary Figure S6A). We previously reported that, in the absence of Rpn10, the active RFB shifts to the NP but RDR efficiency was severely decreased (15), as evidenced by the strong reduction in RFB-induced RS (Figure 6A). Rpn10 acts as a ubiquitin receptor for the proteasome and its absence results in the accumulation of ubiquitin conjugates. Despite an accumulation of SUMO conjugates in *rpn10Δ* cells (Supplementary Figure S6B), we observed that the defect in RFB-induced RS was not rescued by preventing SUMO chain formation (Figure 6A), a situation similar to the *alm1Δ* mutant. We were unable to investigate whether Alm1 and Rpn10 act in the same pathway to promote RDR as we found that the double mutant is not viable.

**Figure 6.**
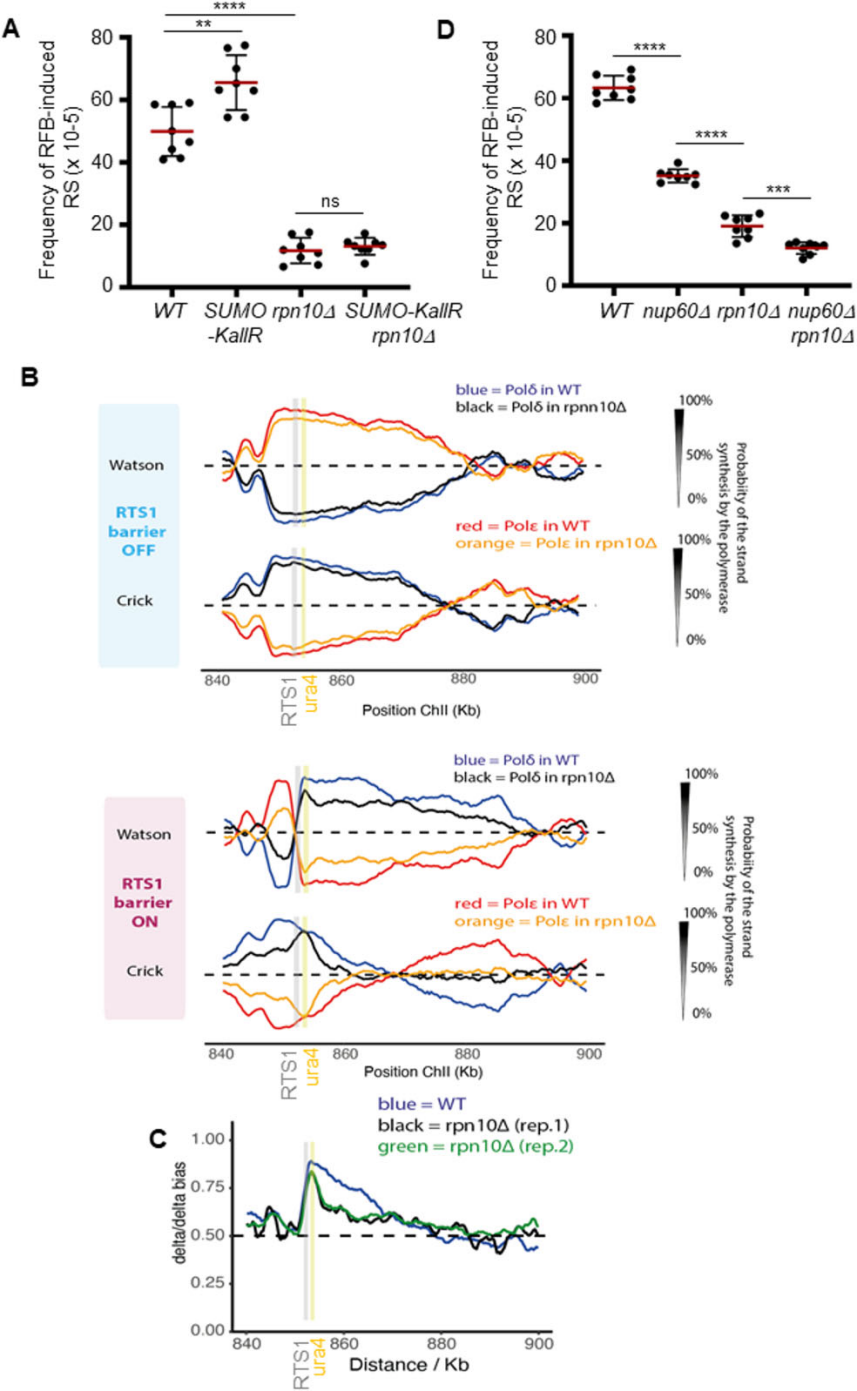
Proteasome-associated NPCs promote the progression of restarted fork. (**A**) Frequency of RFB-induced RS in indicated strains and conditions. Dots represent values obtained from independent biological experiments. Red bars indicate mean values ± SD. *P* value was calculated by two-sided *t*-test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001, ** *P* ≤ 0.01; ns: non-significant). (**B**) Pu-Seq traces of the ChrII locus in *RTS1*-RFB OFF (top panel) and ON (bottom panel) conditions in WT and *rpn10Δ* strains. The usage of Pol delta (in blue and black for WT and *rpn10Δ* cells, respectively) are shown on the Watson and Crick strands. The usage of Pol epsilon (in red and orange for WT and *rpn10Δ* cells, respectively) are shown on the Watson and Crick strands. Note that the switch from Pol epsilon to Pol delta on the Watson strand at the RFB site (gray bar) is indicative of a change in polymerase usage on the leading strand in RFB ON condition. The genomic location of the ARS, the *RTS1*-RFB and the *ura4* marker are indicated by dashed lines, a gray line and a yellow line, respectively. (**C**) Graph of Pol delta/delta bias in RFB ON condition according to chromosome coordinates in WT and two independent replicates of *rpn10Δ* strains. The gray and yellow bars indicate the position of the *RTS*1-RFB and of the *ura4* marker, respectively. (**D**) Frequency of RFB-induced RS in indicated strains and conditions. Dots represent values obtained from independent biological experiments. Red bars indicate mean values ± SD. *P* value was calculated by two-sided *t*-test (**** *P* ≤ 0.0001; *** *P* ≤ 0.001).

To probe the function of Rpn10 in RDR, we applied the Pu-Seq approach to the *rpn10* mutant to compare DNA polymerase usage at, and downstream of, the barrier site. 

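The *rpn10Δ* libraries labelled RFB ON comprised 3 Pol δ libraries (9960885, 12648508 and 13300719 counts) and 3 Pol ε libraries (9861907, 9990907 and 10654961 counts), handled as the WT and *nup132Δ* libraries. No library labelled *rpn10Δ* RFB OFF was analysed here. Counts on *rpn10* (SPAC637.10C, chromosome I, 4557551 to 4558696, 3 bins) were 0.126% of WT or less in the Pol δ libraries KK1868, KK1869 and KK1581 and in the Pol ε library KK1582. The Pol ε libraries KK1894 and KK1895 held 343 and 351 counts there, 54.4% and 52.7% of WT, so the deletion named in their labels was not seen in all of their DNA. Counts on *rtf1* were 7.84% of WT RFB ON in KK1581 and 8.79% in KK1582, near the 4.86% to 7.14% of the libraries labelled RFB OFF, and 92.9% to 134% in the other 4 libraries. Values of *rpn10Δ* RFB ON are therefore those of the libraries labelled so. KK1581 and KK1582 are the 2 libraries whose deletion has no marker named, and the other 4 carry Hygro-marked deletions.

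**Figure D1:**
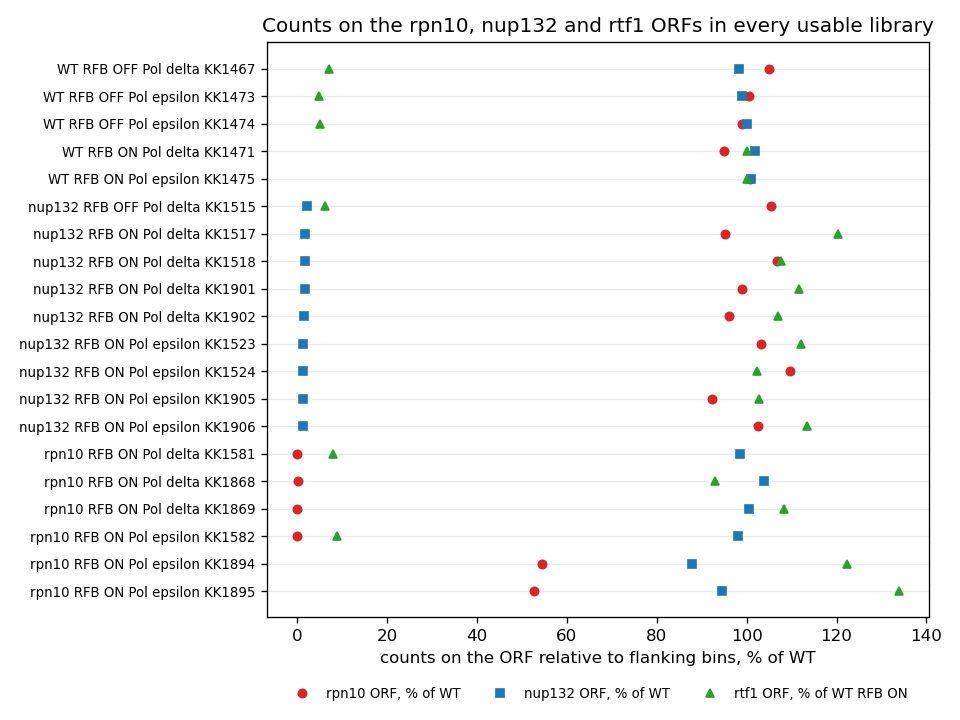
Counts on the *rpn10*, *nup132* and *rtf1* open reading frames relative to flanking bins, in percent of WT (of WT RFB ON for *rtf1*), for the 20 usable libraries, 1 point per gene and library. The Pol ε libraries KK1894 and KK1895 labelled *rpn10Δ* lie at 54.4% and 52.7% for *rpn10*, and KK1581 and KK1582 labelled RFB ON lie at 7.84% and 8.79% for *rtf1*.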

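Pol ε usage on the Watson strand from 5 to 1 kb upstream of the barrier was 0.703 in the *rpn10Δ* libraries labelled RFB ON and 0.863 in WT RFB ON, a difference of -0.161. Its SD was 0.0387 over the Pol δ libraries and 0.0452 over the Pol ε libraries, both smaller than the difference. The two-sided exact permutation p was 0.125, and 0.0625 is the smallest that the 16 arrangements allow. In 96 windows elsewhere in the genome with WT usage within 0.02 of that at the upstream region, the mean difference was -0.162 ± 0.0209 (SD over windows). In *nup132Δ* RFB ON the difference upstream was -0.0731 (exact permutation p = 0.32), smaller in size than the -0.129 ± 0.0160 (SD) of its matched windows, 100% of which lay lower. The Hygro-marked *rpn10Δ* deletions gave -0.216 upstream and -0.231 ± 0.0237 (SD) elsewhere. The *rpn10Δ* libraries KK1581 and KK1582, which lack *rtf1* counts, gave -0.0753 upstream and -0.0662 ± 0.0211 (SD over windows) elsewhere. The Hygro-marked values rest on KK1894 and KK1895, the Pol ε libraries with *rpn10* counts.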

We first noticed that polymerase usage was altered upstream of the RFB specifically in the RFB ON condition in *rpn10Δ* cells when compared to WT (Figure 6B), a phenotype suggestive of loss of integrity of the newly synthetized strand. To test this, we analyzed replication intermediates by 2DGE (as described in Figure 2C and D) and observed that nascent strand degradation at arrested forks was slightly increased in the absence of Rpn10 (Supplementary Figure S6C and D), indicating a role for the proteasome in the negative regulation of fork resection. Based on the Pol δ/δ bias immediately downstream of the RFB, we estimated that, when compared to *rpn10*+ cells, approximately 85% of the expected number of forks were arrested and restarted in *rpn10Δ* cells (Figure 6B and C). 

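In the *rpn10Δ* libraries labelled RFB ON, the bias from 1 to 3 kb downstream of the barrier was 0.703, with an SD of 0.121 over the Pol δ libraries and 0.0649 over the Pol ε libraries. Its excess over 0.5 was 55.8% of the WT excess, with SDs of 33.3 and 17.8 percentage points (two-sided exact permutation p = 0.375). The Hygro-marked deletions gave a bias of 0.788 and 79.1% of the WT excess (exact permutation p = 0.444). KK1581 and KK1582 together gave a bias of 0.498 and -0.578%. With the genome-wide scaling chosen after seeing the data, the percentage was 124% and so above WT. KK1894 and KK1895, with *rpn10* counts, enter each of these values except that of KK1581 with KK1582.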

Remarkably, the relative change in slope of the Pol δ/δ bias reduction over distance was much steeper in the two replicates from *rpn10Δ* cells when compared to the WT strain, indicating a lower speed or increased instability of the restarted forks (Figure 6C). This slow/unstable replication accounts for the increased number of leftward moving canonical forks evident in the Pu-Seq traces (Figure 6B). 

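Per kb from 2 to 12 kb downstream, the bias of the *rpn10Δ* libraries labelled RFB ON lost 4.76% of its excess next to the barrier. The ratio to WT was 1.08, with SDs of 0.558 over the Pol δ libraries and 0.0996 over the Pol ε libraries (two-sided exact permutation p = 1). Over 5 kb the ratio was 1.80 and over 20 kb it was 0.477. The Hygro-marked deletions gave 1.26 over 10 kb. The bias of all these *rpn10Δ* libraries was 0.591 from 4 to 6 kb downstream (SDs 0.109 and 0.0254). It was 0.558 from 9 to 11 kb and 0.547 from 19 to 21 kb. WT RFB ON had 0.806, 0.727 and 0.555 at these distances. The *rpn10Δ* bias thus fell early and then flattened, and a line over 10 or 20 kb averages both parts. Without the Pol δ library KK1868 the ratio was 0.988, and with the shallow libraries included it was 0.771. Of the 9 pairs of a single Pol δ and a single Pol ε library, the 8 with a measurable decline lost 4.96% to 6.89% per kb, each more than WT. KK1581 with KK1582 had too small an excess for a slope, and each of the 8 pairs holds a Pol ε library with *rpn10* counts or without *rtf1* counts.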

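Crick-strand Pol ε usage from 1 to 11 kb downstream of the barrier was 0.348 in the *rpn10Δ* libraries labelled RFB ON, 0.0582 above WT RFB ON. The SDs were 0.0408 over the Pol δ libraries and 0.0948 over the Pol ε libraries, and the two-sided exact permutation p was 0.875. The difference was -0.0903 for KK1581 and KK1582, which lack *rtf1* counts, and 0.127 for the Hygro-marked deletions. It was -0.0644 with the shallow libraries included and -0.126 with the genome-wide scaling chosen after seeing the data. With 1 *rpn10Δ* library left out it was 0.0323 to 0.102, the lowest without KK1894 and the highest without KK1582.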

We estimated that half of restarted forks progress approximately one third of the distance of WT restarted forks. This scenario contrasts with that observed in the *nup132Δ* cells, in which fewer forks were restarted but the progression of those that did was unaffected. 

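The smoothed bias of the *rpn10Δ* libraries labelled RFB ON had lost 50% of its excess 4.65 kb from the barrier, 34.1% of the WT distance, with SDs of 9.91 and 41.9 percentage points over the Pol δ and the Pol ε libraries (two-sided exact permutation p = 0.25). An exponential fitted to the bias from 1 to 28 kb downstream gave 85.3% (exact permutation p = 0.875), and 66.0% was found with the shallow libraries included. Leaving out each library in turn gave 29.7% to 42.9%. With single Pol δ libraries, KK1868 and KK1869 gave 4.05 and 4.35 kb when combined with either KK1894 or KK1895, the libraries with *rpn10* counts, and 10.05 and 12.45 kb when combined with KK1582, which lacks *rtf1* counts.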

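The bias next to the barrier differed by 0.00416 between the libraries labelled *rpn10Δ* RFB ON and *nup132Δ* RFB ON (two-sided exact permutation p = 0.966 over 1225 arrangements). The difference was 0.113 for the Hygro-marked deletions and -0.237 for the deletions with no marker named. In the same edgeR test of 8380 windows, fitted to 16 RFB ON libraries, 1 window changed between these strains (451 at an unadjusted p under 0.05). It lies on the Crick strand at 3411001 to 3414000 of chromosome II in the coordinates of the files, outside the barrier region, with a log2 interaction of 1.77 (edgeR adjusted p = 0.0193). Leaving out KK1582 raised the count to 3360. Between *rpn10Δ* and WT 2 windows changed (4032 unadjusted), and between *nup132Δ* and WT 0 (2049 unadjusted). WT had 1 library of each polymerase in that fit, so its spread comes from the mutant libraries. None of the 38 barrier windows passed the threshold in any of the 3 comparisons.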

We confirmed that Ulp1 expression and sequestration at the NP were unaffected by the loss of Rpn10 (Supplementary Figure S6E and F). We therefore tested a scenario in which arrested forks are enriched in the NPC environment but devoid of Ulp1 and functional proteasome by analyzing RDR efficiency in *nup60Δ rpn10Δ* cells. We observed an additive effect in RFB-induced RS in this double mutant (Figure 6D), consistent with Rpn10 and Nup60 acting in separate pathways to promote RDR. We concluded that both Ulp1 and the proteasome are required at the NP to foster the dynamics of HR-mediated DNA synthesis by sustaining the efficient initiation of restarted DNA synthesis and the progression of the restarted fork, respectively.

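The Watson share of the counts of a single library needs no pairing of polymerases. From 1 to 3 kb downstream of the barrier, it was 0.376 in the WT RFB ON Pol δ library (623 of 1656 counts). It was 0.366 ± 0.169 (SD, n = 4) in *nup132Δ* RFB ON and 0.308 ± 0.169 (SD, n = 3) in the *rpn10Δ* libraries labelled RFB ON. The *nup132Δ* libraries spread from 0.192 in KK1518 to 0.544 in KK1517, and KK1581, which lacks *rtf1* counts, was at 0.116. The difference between the mutants was smaller than the spread between replicates (two-sided exact permutation p = 0.686). In the Pol ε libraries the share was 0.413 ± 0.0526 (SD, n = 4) in *nup132Δ* and 0.614 ± 0.151 (SD, n = 3) in *rpn10Δ* (exact permutation p = 0.0286, the smallest p for this design). The *rpn10Δ* value joins KK1582, at 0.788 and without *rtf1* counts, with KK1894 and KK1895, at 0.516 and 0.537, which hold *rpn10* counts and have little strand asymmetry genome-wide. From the initial bias and its decline in the 2 mutants, together with other experiments, the paper concludes that Ulp1 sustains the initiation of restarted DNA synthesis and the proteasome sustains the progression of the restarted fork.

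**Figure D2:**
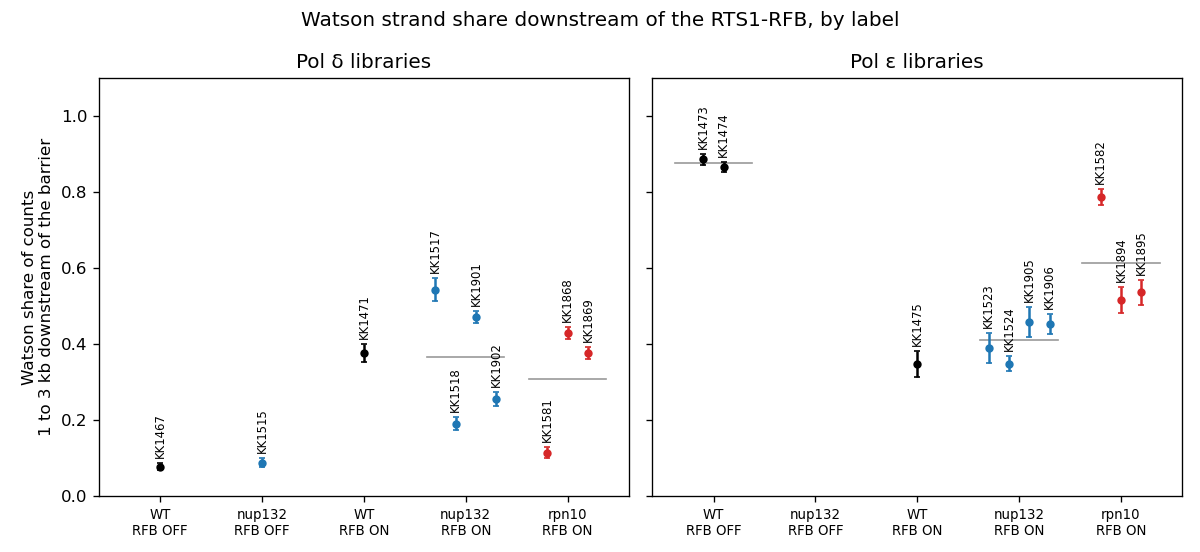
Watson share of the counts from 1 to 3 kb downstream of the barrier in each usable library, by label, with Pol δ libraries on the left and Pol ε libraries on the right. Points are libraries with their 95% Wilson intervals and gray lines are group means. The *nup132Δ* RFB ON Pol δ libraries run from 0.192 to 0.544.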

## Discussion

Halted replication forks are diverted to the NP and can associate with NPC components to engage error-free DNA repair pathways (8,14–21). How the NPC environment acts mechanistically to foster the dynamics of DNA repair pathways remains unclear. Here, we reveal that NPCs define a particular nuclear compartment that favors the dynamic of HR-dependent DNA synthesis at dysfunctional forks by two distinct mechanisms. The Ulp1 SUMO protease ensures an efficient initiation of restarted DNA synthesis. This mechanism requires the sequestration of Ulp1 at the NP which is coordinated by the Y complex and the nuclear basket nucleoporin Nup60. The second mechanism relies on the ability of the nuclear basket to enrich proteasome components at the NP (42,46) to foster the progress of restarted DNA polymerases. Surprisingly, preventing SUMO chain formation mitigates the defects in HR-mediated fork restart caused by defective Ulp1-associated NPCs but not the defects caused by defective proteasome-associated NPCs. We thus establish that Ulp1 and the proteasome differentially affect the dynamics of HR-mediated DNA synthesis without compensating for each other.

We previously reported that the Y complex nucleoporin Nup132 promotes RDR in a post-anchoring manner, downstream of Rad51 loading at dysfunctional forks, by sequestrating Ulp1 at the NP (15). Here, we reveal that the nuclear basket contributes to this pathway. Akin to budding yeast (38), the sequestration of Ulp1 at the NP in *S. pombe* requires the nuclear basket nucleoporin Nup60. Despite our efforts, we cannot rule out a synergistic function of TPR homologs, Alm1 and Nup211, in the spatial segregation of Ulp1 at the NP. By mapping DNA polymerase usage during HR-dependent fork restart (28), we establish that Ulp1-associated NPCs are necessary to ensure efficient initiation of restarted DNA synthesis. This function may be linked to the fact that Ulp1 counterbalances the inhibitory effect of SUMO chain on unknown targets. In budding yeast, a similar inhibitory effect of SUMO chain on DNA replication initiation at origins has been reported (47). The MCM helicase and other replication factors were identified as SUMO chain-modified substrates targeted by the SUMO protease Ulp2 and ultimately proteasomal degradation. Although we did not formally address the function of SpUlp2 in RDR, our data clearly highlight a role for Ulp1-associated NPCs in promoting efficient initiation of restarted DNA synthesis. Protein-protein docking studies predicted a higher affinity of SpUlp1 towards SUMO particles compared to ScUlp1, suggesting a more specific role of SpUlp1 in targeting SUMO chain than Ulp2 (48). Alternatively, preventing SUMO chain formation may act on other mechanisms that favor the frequency of replication slippage during the progression of restarted forks. Further investigations are needed to clarify the role played by Pli1-dependent SUMO chain in the dynamics of RDR. Notwithstanding this, our work establishes that the abundance of Ulp1-associated NPCs is not a limiting factor in promoting RDR, as their reduction by 40% in *nup124Δ* cells leads to no noticeable RDR defect.

Our work also establishes that Nup132, a component of the Y complex, and Nup61, a component of the nuclear basket, contribute to the cellular response to replication stress and recovery from transient fork stalling. However, the lack of Ulp1-associated NPCs does not correlate with cell sensitivity to replication-blocking agents or with a defective recovery from HU-stalled forks, since *nup132Δ* and *nup60Δ* cells exhibit distinct phenotype. In addition, no defect in Ulp1-associated NPCs was observed in the absence of Nup61. Therefore, the integrity of the nuclear basket and the Y complex is required to promote cells resistance to replication blocking agents and recovery from HU-stalled forks, beyond the formation of Ulp1-associated NPCs and SUMO homeostasis. This conclusion is consistent with a previous report establishing that NPCs contribute to the DNA damage response, beyond a role in sequestrating Ulp1 at the NP (49). Further investigations are needed to establish, for example, the contribution of macromolecular transport by NPC in the DNA damage response.

We previously reported that the proteasome, whose activity is enriched at the NP (46), promotes RDR in a post-anchoring manner (15). The mapping of DNA polymerase usage during HR-dependent fork restart reveals that a proteasome defect more severely affects the progression of restarted DNA polymerases, with a reduction of forward movement by up to 70%, than the initiation of restarted DNA synthesis. This contrasts with Ulp1 function in contributing primarily to the initiation of DNA synthesis with no apparent contribution to the dynamics progression of restarted DNA polymerases. This division of labour between the proteasome and the SUMO protease in ensuring the dynamics of HR-dependent fork restart is reinforced by the fact that these activities cannot compensate for each other. Indeed, the artificial tethering of the RFB to NPCs in the *alm1Δ* mutant shows that Ulp1-associated NPCs are insufficient to promote efficient RDR without a functional proteasome at the NP. We noticed that RFB-induced RS are more severely decreased in the absence of Rpn10 than in the absence of Alm1. This might be due to a more drastic effect of the loss of Rpn10 on proteasome functionality than the loss of Mts2/Rpt2 and Mts4, as observed in *alm1Δ* cells. We were unable to test RDR efficiency in the double *rpn10Δ alm1Δ* mutant to address epistatic interaction since this genetic background is not viable. This finding is consistent with a previous report, showing that the deletion of both *rpn10* and *mts4* results in synthetic lethality (44). Alternatively, the extensive degradation of nascent strand at arrested forks observed in *rpn10Δ* cells, but not in *alm1Δ* cells, may contribute to the more severe defect in RDR efficiency. Additionally, the fact that only the NP-enriched fraction of the proteasome is defective in the absence of Alm1 could contribute to a less severe defect in RDR efficiency.

Our genetic analysis establishes that defect in fostering the progress of restarted DNA synthesis caused by defective proteasome-associated NPCs cannot be alleviated by preventing SUMO chain, contrasting with the defect caused by Ulp1-associated NPCs. This suggests distinct specificities between the proteasome and Ulp1 towards SUMOylated targets which affect differentially the dynamics resumption of DNA synthesis at dysfunctional forks. We do not exclude that SUMO-independent poly-ubiquitination, targeted by Rpn10 for proteasomal degradation, plays a role in promoting RDR. However, we previously identified that the SUMO Targeted Ubiquitin Ligase (STUbL) Slx8-Rfp1-Rfp2, a family of E3 ubiquitin ligases, that targets SUMOylated proteins for degradation (50), promotes both the relocation of dysfunctional forks to NPCs and RDR efficiency in a Pli1-dependent manner (15). This supports the notion that mono-SUMOylated or chain-free multi-SUMOylated factors are potential targets of a proteasome and Slx8-dependent pathway that ensures the progress of restarted DNA polymerases. SUMO chain-independent functions of STUbLs are documented, including the relocation of forks collapsed at CAG repeats via mono-SUMOylation recognized by the SUMO interacting motif of ScSlx5 (17). The human STUbL RNF4 can also bind the substrate ETV4 mono-SUMOylated on multiple lysines, in a process requiring the multiple SIM domains of RFN4 (51).

Our work also identified that, in the absence of the nuclear basket nucleoporin Alm1, the RFB was no longer enriched at the NP. To our knowledge, TPR homologs have not been previously implicated in anchoring DNA lesions to NPCs in yeast models. Upon telomeric replication stress, human telomeres relocate to the NP and associate with NPC components, including TPR, to resolve replication defects (19). Depletion of human TPR is associated with a variety of replication defects and TPR was proposed to coordinate at NPCs a network of factors involved in RNA metabolism to protect cells from RNA-mediated replication stress (52). Given the nuclear morphology alterations in the absence of Alm1, we cannot exclude that the lack of anchorage is an indirect effect. In human cells, the mobility of stressed forks towards the NP requires F-nuclear actin polymerization (8,20), but such a mechanism has not been reported in yeast. We estimated that, in the absence of Alm1, the RFB must explore a nuclear volume 40% larger to reach the NP and associate with NPCs whose abundance is reduced by one quarter.

Overall, this work uncovers two mechanisms by which the NPC environment ensures the dynamic of HR-dependent replication restart, streamlining the need for dysfunctional forks to change nuclear positioning. Ulp1-associated NPCs contribute to the efficient initiation of restarted DNA synthesis to engage a Polδ/Polδ DNA synthesis, whereas proteasome-associated NPCs foster the progression of restarted DNA synthesis. These two functions cannot compensate for each other, are differently required and ensured by distinct components of the NPC.

## Supplementary Material

gkae526_Supplemental_File

## Data Availability

The data underlying this article are available in Mendeley data and are available at ‘Schirmeisen, Naiman et al 2023’, Mendeley Data, V1, at doi: 10.17632/2kgnb9d66r.1. RAW data from Pu-Seq experiments are available under GEO dataset GSE247371. All relevant data are available and further information and requests for reagents and resources should be directed to and will be fulfilled by Dr. Sarah A.E. Lambert ().

How the deposited data were processed for this re-analysis (not part of the article)

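The data were Pu-Seq libraries of fission yeast strains with an RFB on chromosome II, active (RFB ON) or inactive (RFB OFF), in WT, *nup132Δ* and *rpn10Δ* backgrounds. The authors aligned the reads with Bowtie2 and converted them to counts with a custom Perl script, and the deposited counts are whole numbers of mapped ends per 300-bp bin and strand, without normalization, in 41909 bins per strand. The paper's text does not name the genome build. The last bin of chromosome II is centred at 4541850 and that of chromosome III at 2451150. These centres differ by 2.046 and -1.733 kb from the ends of the reference sequences used for gene positions. Genes are named only on chromosome I, where the centre of the last bin differs by 0.117 kb from the reference end.

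Conditions and replicates were taken from the genotypes and strain numbers of the sample labels. Of 23 libraries, 3 had a mean under 10 counts per bin and were left out. Where shallow libraries are included, each has the same weight as a deep one. The WT RFB ON values of that setting then carry the counting error of KK1470, with a mean of 0.0756 counts per bin. They cannot show how stable a result is. Replicate libraries were checked for duplicates: the chi-square per degree of freedom between pairs lay between 1.45 and 19.0, above the value of 1 for counting error. The deleted or altered genes were checked in every library by their counts relative to flanking bins.

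The Pol δ-like percentage of a library is the weight of the WT RFB OFF Pol δ pattern when its scaled counts per bin and strand, away from the barrier, are fitted by non-negative least squares as a mixture of the mean WT RFB OFF Pol δ and Pol ε patterns. Genome-wide strand asymmetry is the slope of a library's Watson share per bin on the difference between Watson and Crick Pol δ usage in WT RFB OFF, also away from the barrier. Pol δ usage was computed per bin and strand from counts scaled to the library total and averaged over libraries. The bias is the mean of both strands. Next to the barrier it was averaged from 1 to 3 kb downstream, and restart relative to WT is its excess over 0.5 divided by that of WT. The slope is a least-squares line from 2 to 12 kb downstream, divided by the initial excess. The 50% distance is where the bias smoothed over 11 bins has lost 50% of that excess. It is counted from the barrier and therefore includes the 2 kb to the middle of the downstream window. Groups whose excess was under 0.02, a limit set after the data were examined, were given no slope or 50% distance.

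Differences were tested by exact permutation of the strain labels within each polymerase, two-sided, which allows a smallest p of 0.04 for *nup132Δ* against WT, 0.0625 for *rpn10Δ* against WT and 0.167 for WT RFB ON against OFF. Windows of 3 kb per strand with a mean of at least 10 counts were tested with edgeR's quasi-likelihood test of the interaction of polymerase and strain, with TMM normalization, Benjamini-Hochberg adjustment and a threshold of 0.05. All windows around the barrier were to be named, and for each comparison up to 5 windows past the threshold elsewhere. The sites of RFB ON on chromosomes I and II described among the observations were chosen after their values were seen. Intervals for usage come from 1000 Poisson draws, and intervals for shares are Wilson intervals.

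The methods were tested on simulated data. In 3 simulated conditions the bias differed from its set value by at most 0.00701, and the 50% distance by at most 2.05 kb once the 2 kb were taken into account. The exponential fit was within 4.80%. In the window test, 197 of 200 windows given a log2 change of 2, among 8380, were recovered, with 8 false calls. Apart from the changed windows, the simulated libraries shared 1 profile and lacked the differing strand asymmetry of the real ones. These counts therefore do not give the power of the real fits. There, WT log2 interactions of 5.71 to 5.94 at the barrier did not pass the threshold. Shares of mixed libraries were recovered within 0.0602 percentage points in 4 simulated mixtures of the 40835 bins per strand.

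Alternatives set before the data were examined covered the scaling, the window, the smoothing, the barrier position, the marker of the deletion, the shallow libraries, each mutant library left out in turn, DESeq2's size factors and test, narrower windows, no filter and a term for the marker. A scaling by genome-wide strand asymmetry and the omission of each WT RFB OFF Pol ε library were added after the data were seen. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.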

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

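The tests of a whole library from another strain, of reads mapped from elsewhere, and of the sites on chromosomes I and II were chosen only after the result was seen.

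Among the 4 *nup132Δ* RFB ON Pol δ libraries, KK1517 stood far from the others in total counts, with 5396348 against 12065673 to 13270315, and in 50% distance, with 7.35 kb against 13.6 to 14.7 kb. These are 2 of 16 sets tested, each with about 1 chance in 20 of standing out. KK1518, whose deletion also has no marker named, lay with the other libraries. No explanation was tested for either value, and no biological one is given by the design, since the libraries share a condition.

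The Pol ε libraries KK1894 and KK1895, labelled *rpn10Δ*, held *rpn10* counts at 54.4% and 52.7% of WT. A library from another strain as a whole would hold them near 100%, which these values argue against. Reads mapped from elsewhere would appear in the other *rpn10Δ* libraries too, where the highest level was 0.126%. A candidate explanation that remains is DNA of an *rpn10*+ strain mixed into both libraries, which needs a level between 0 and 100%. Both also showed a weak strand asymmetry, with 60.7% and 58.3% of the WT RFB OFF Pol δ pattern in a Pol ε library, against 6.20% in KK1582. The bin at the *rtf1* promoter held 77.5% and 76.6% of WT RFB OFF counts, against 9.65% to 24.5% in the other libraries with *rtf1* counts. The source of such DNA was not tested. These libraries enter the *rpn10Δ* values around the barrier.

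At 3411001 to 3414000 of chromosome II, outside the regions the paper discusses, the Watson share was 0.443 ± 0.0586 (SD, n = 3) in the *rpn10Δ* Pol δ libraries and 0.740 ± 0.0470 (SD, n = 7) in the WT and *nup132Δ* Pol δ libraries (two-sided exact permutation p = 0.00833, the smallest possible). The loss of strand asymmetry found elsewhere does not account for it, as each *rpn10Δ* Pol δ library departed from its own genome-wide fit by -0.232 to -0.299, against -0.0109 to 0.0344 in the others. A variant near the site shared by the *rpn10Δ* strains may also give this pattern. The highest share among the *rpn10Δ* Pol δ libraries, 0.511, was below every Pol δ library of the other strains. In the Pol ε libraries the share was 0.517 ± 0.0412 (SD, n = 3) in *rpn10Δ* and 0.226 ± 0.0987 (SD, n = 7) in the others (exact permutation p = 0.00833). KK1582 departed from its fit by 0.265, and KK1894 and KK1895, which hold *rpn10* counts, by 0.00312 and -0.00728. Loss of Rpn10 and a shared variant cannot be told apart, since the strains carry the deletion and any shared variant together. The site was picked by the test that compared the same libraries.

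At 1761001 to 1764000 of chromosome II the Watson share of the Pol δ libraries was 0.317 ± 0.0519 (SD, n = 8) in those labelled RFB ON and 0.436 ± 0.00189 (SD, n = 2) in RFB OFF (two-sided exact permutation p = 0.0222, the smallest possible). The site was chosen for its change in the WT libraries, which are among those tested. Other sites were chosen in the same way. At 744001 to 747000 of chromosome I the Pol δ share was 0.503 ± 0.0619 (SD) in RFB ON and 0.606 ± 0.0158 (SD) in RFB OFF (exact permutation p = 0.0444). At 3141001 to 3144000 of chromosome II it was 0.291 ± 0.0869 (SD) and 0.292 ± 0.0152 (SD), with no difference between the labels. The change at 1761001 to 1764000 is not carried by the WT library alone. The mutant RFB ON Pol δ libraries departed there from their genome-wide fit by -0.0855 to -0.219, against -0.0456 and -0.0470 in RFB OFF. Activity of the barrier protein at this site could give such a change, but the Pol ε libraries did not separate by label (exact permutation p = 0.822), which leaves that open. The library with the smallest departure, KK1581, lacks *rtf1* counts.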

How the results depend on the processing

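No test here was chosen after a result was seen, but the genome-wide scaling and the omission of WT RFB OFF Pol ε libraries were added after the data were examined. No alternative moved a result around the barrier across its p threshold, and designs with a smallest p above 0.05 could not. Leaving out extreme bins removed none around the barrier, so it tests nothing there. Without that setting, 172 values around the barrier, from 15 results, kept their direction and, where tested, their side of the threshold, 26 reversed, and 3 with no test moved by more than 1 SD, 1 of them only from 0.785 to 0.784. The size was not kept in all of the 172. Of 163 among them from the 11 results with a replicate SD, 8 lay farther from the reported value than the larger SD. With the shallow libraries these were the *nup132Δ* slope ratio (0.622), 50% distance (206%) and upstream difference (-0.133), and the *rpn10Δ* upstream difference (-0.221). The others were *nup132Δ* restart with the genome-wide scaling (91.0%) and, in *rpn10Δ*, the slope ratio over 5 kb (1.80), the 50% distance from the exponential fit (85.3%) and the upstream difference for the Hygro-marked deletions (-0.216). The cause of each change given here was not tested.

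Restart relative to WT in *nup132Δ* stayed between 43.5% and 62.1% across the 8 fits that each left out 1 library, and between 48.1% and 70.8% under the other alternatives set beforehand. In *rpn10Δ* it was 47.3% to 70.4% across the 6 fits that each left out 1 library. Under the other alternatives set beforehand it ran from 43.2% with the 4-kb window to 79.1% for the Hygro-marked deletions, except for deletions with no marker named, which gave -0.578%. With the genome-wide scaling it was 124%. That scaling also turned the upstream difference to 0.117 in *nup132Δ* and 0.0864 in *rpn10Δ*, and the Crick-strand difference to -0.0159 and -0.126. Deletions with no marker named gave -0.0753 upstream and -0.0903 on the Crick strand in *rpn10Δ*, -0.237 for the initial bias of *rpn10Δ* minus *nup132Δ*, and 93.4% for the *nup132Δ* 50% distance.

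The initial bias of *rpn10Δ* minus *nup132Δ* was -0.00387 with summed counts, -0.0367 with the 4-kb window, -0.0166 with the smoothed peak, and -0.0270 to 0.0572 across the 14 fits that each left out 1 library. The slope ratio was 1.20 for *nup132Δ* over 5 kb and 0.622 with the shallow libraries, and for *rpn10Δ* 0.477 over 20 kb, 0.771 with the shallow libraries and 0.988 to 1.27 with 1 library left out. The *nup132Δ* 50% distance was 95.6% to 109% with 1 library left out, without KK1518 at the lowest, and 206% with the shallow libraries. With the shallow libraries the Crick-strand difference was -0.0484 in *nup132Δ* and -0.0644 in *rpn10Δ*. The RFB ON minus OFF usage was 0.784 to 0.785 without either WT RFB OFF Pol ε library.

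Windows changed between *rpn10Δ* and *nup132Δ* numbered 10 with a marker term, 3 with 1.5-kb windows and 50 with DESeq2, and 0 to 3360 with 1 library left out, the highest without KK1582. For *nup132Δ* against WT they were 1 with the marker term and 72 with DESeq2. For *rpn10Δ* against WT they were 664, 5 and 3265 under the same 3 alternatives, and 2 to 5729 with 1 library left out, the highest again without KK1582. For WT RFB ON against OFF DESeq2 called 1. No paired analysis was possible because the labels pair no Pol δ with Pol ε libraries. WT RFB ON had 1 Pol ε library and, with its shallow library left out, 1 Pol δ library, so its values have no replicate SD.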

Differences from the paper's values

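No test in this part was chosen after a result was seen. The paper's value for forks arrested and restarted in *rpn10Δ* relative to *rpn10*+ is 85%, and the value from all libraries labelled *rpn10Δ* RFB ON was 55.8%. Its SDs were 33.3 and 17.8 percentage points over the Pol δ and the Pol ε libraries, and the gap to 85% is below the former. The libraries averaged include KK1581 and KK1582, whose *rtf1* counts were 7.84% and 8.79% of WT RFB ON. Of the alternatives set before the data were examined, the Hygro-marked deletions gave 79.1%, the shallow libraries 72.3%, the barrier taken from the data 57.6% and the median bin 57.3%, all within 1.5 times the paper's value, as did leaving out KK1581 (66.3%) or KK1582 (70.4%). Per-strand totals (55.6%), summed counts (54.0%), the 4-kb window (43.2%), the smoothed peak (52.1%), the WT RFB OFF baseline (56.4%), the deletions with no marker named (-0.578%) and leaving out KK1868, KK1869, KK1894 or KK1895 (47.3% to 50.7%) did not come within it, and the removal of extreme bins changed nothing. The genome-wide scaling, chosen after seeing the values, gave 124%, within 1.5 times of it. The value with the shallow libraries gives a WT library of 3167 counts the same weight as the deep one.

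The paper describes a much steeper decline of the bias with distance in *rpn10Δ* than in WT. The slope ratio was 1.08 over 10 kb, 1.80 over 5 kb and 1.26 for the Hygro-marked deletions. It was below 1, and so less steep than WT, over 20 kb (0.477), with the shallow libraries (0.771) and without KK1868 (0.988). The 8 single pairs of libraries with a slope lost 4.96% to 6.89% per kb against 4.40% in WT. The *rpn10Δ* bias was 0.703 next to the barrier, 0.591 from 4 to 6 kb downstream and 0.558 from 9 to 11 kb. WT had 0.864, 0.806 and 0.727. A line over 10 or 20 kb thus averages a steep and a flatter part. The *rpn10Δ* 50% distance was 34.1% of WT (SDs 9.91 and 41.9 percentage points), near the paper's estimate. An exponential fit gave 85.3%. These *rpn10Δ* values include KK1894 and KK1895. The paper also places more restarted forks in *rpn10Δ* than in *nup132Δ*. The bias next to the barrier differed by 0.00416 with all libraries and by 0.113 with the Hygro-marked deletions. The paper reports the altered usage in *rpn10Δ* as a change upstream of the barrier. Usage there differed from WT by -0.161, and the mean difference in matched windows elsewhere in the genome was -0.162. Both values include KK1894 and KK1895, the libraries with *rpn10* counts.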

Other observations

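Of the tests in this part, those of a deletion of *rtf1*, of low depth, of *nup132*+ DNA, of loss of Nup132, of depth in the Pol δ libraries and of a few weak libraries were chosen only after the result was seen.

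KK1581 and KK1582, labelled RFB ON, held *rtf1* counts at 7.84% and 8.79% of WT RFB ON. Low depth is argued against by a mean of 216 counts per bin beside *rtf1* in KK1581. A candidate explanation is that *rtf1* is deleted in both strains. The Watson Pol δ usage downstream of the barrier from this pair was 0.155, against 0.0942 in WT RFB OFF and 0.879 in WT RFB ON. The bin at the *rtf1* promoter held 117% and 118% of WT RFB OFF counts, near the 93.3% to 107% of the libraries labelled RFB OFF and far from the 9.65% to 24.5% of the libraries with the *adh1* promoter in their label other than KK1894 and KK1895. The promoter replacement named in the labels of KK1581 and KK1582 was thus not seen either. Whether the labels or the strains differ was not tested.

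Genome-wide strand asymmetry, measured as the slope of the Watson share on the strand difference of Pol δ usage in WT RFB OFF, was lower in the *nup132Δ* RFB ON Pol δ libraries (0.309 ± 0.0519, SD, n = 4) than in WT RFB ON (0.468, n = 1). DNA of a *nup132*+ strain is argued against by *nup132* counts of at most 1.76% of WT. Library depth is argued against in the Pol δ libraries, where 3 of the 4 were deeper than the WT library, the lowest of these at 12065673 counts. Over all 20 libraries depth stays open: Pearson's r of the size of the slope with log10 counts was 0.317 (permutation p = 0.168), Spearman's rho was 0.408 (permutation p = 0.0772), and r was 0.348 without the 2 libraries farthest from the median depth. Loss of Nup132 itself could lower the asymmetry too, but the only usable *nup132Δ* RFB OFF library, at 0.418, is too little to tell.

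The lower bias next to the barrier in *nup132Δ* may come in part from that genome-wide loss, since scaling by it brought restart to 91.0% of WT. This stays open, because just upstream of the barrier usage had changed by -0.0731, less than the mean of -0.129 in matched windows elsewhere, so a genome-wide scaling corrects too much there. A few libraries with a weak switch may also contribute. The switch of a library is the departure of its Watson share from its genome-wide fit from 1 to 3 kb downstream, divided by its genome-wide slope. By this measure 2 of the 4 Pol δ libraries averaged in the 54.7% showed no switch, KK1518 at -0.189 and KK1902 at -0.000451, as the RFB OFF Pol δ libraries of WT (-0.112) and *nup132Δ* (-0.178). KK1901 was at 0.696 and KK1517 at 0.9201, against 0.541 in WT RFB ON. The unscaled Watson shares of KK1518 and KK1902, 0.192 and 0.256, lay above the 0.0784 and 0.0891 of RFB OFF, and their *rtf1* counts were 108% and 107% of WT RFB ON. The 4 Pol ε libraries had a switch of 0.999 to 1.14, against 1.09 in WT RFB ON. The bias of each of the 16 pairs of a Pol δ and a Pol ε library, 0.528 to 0.846, was below the 0.864 of WT, those with KK1901 or KK1517 included. With 1 library left out restart reached 62.1% at most, which cannot exclude weak libraries where 2 are weak. Leaving out both was not tried, as they would be picked by the value measured, so this explanation stays open. The upstream change in *rpn10Δ*, -0.161, was of the size of the mean change elsewhere, -0.162. Both values include KK1894 and KK1895, which hold *rpn10* counts and have weak strand asymmetry. In KK1581 with KK1582 the mean change elsewhere was -0.0662. How much of the change elsewhere belongs to loss of Rpn10 therefore stays open.

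In 7 of 100 splits drawn from the 1225 splits of the *rpn10Δ* and *nup132Δ* RFB ON libraries, at least as many windows passed the threshold as the 1 of the real split. The median was 0 and the highest count was 4929.

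Barrier activity at sites other than the RFB was examined by the window test of WT RFB ON against OFF. It called 0 windows outside the barrier region (41 of all windows at an unadjusted p under 0.05), but also none at the barrier, so barrier activity elsewhere could not be decided.

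The shorter 50% distance in *rpn10Δ* could come from *rpn10*+ DNA in the Pol ε libraries KK1894 and KK1895. The Pol δ libraries alone were to decide this, but the scaled Watson share rose with distance in WT too, to 1.09 from 9 to 11 kb downstream, so that test decides nothing and the explanation stays open.

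At the 3 sites with the largest change between WT RFB ON and OFF outside the barrier and *rtf1*, the mean departure from the genome-wide fit was -0.171 in the WT RFB ON Pol δ library, -0.178 in KK1517, -0.0393 in KK1518, -0.125 in KK1901 and -0.0431 in KK1902 of *nup132Δ*, and -0.171, -0.137 and -0.0432 in KK1868, KK1869 and KK1581 of *rpn10Δ*. It was -0.0270 in WT and -0.0422 in *nup132Δ* RFB OFF. By this mean the libraries fall into separate clusters that match the switch at the barrier. KK1517, KK1901, KK1868, KK1869 and WT RFB ON, at -0.125 to -0.178, had a switch of 0.420 or more. KK1518, KK1902 and KK1581, at -0.0393 to -0.0432, had a switch of -0.213 to -0.000451, against -0.112 and -0.178 in RFB OFF. At 1761001 to 1764000 of chromosome II alone the clusters were not separate. KK1518 departed there by -0.168 and KK1902 by -0.106, against -0.176 in KK1901. At the other sites KK1518 departed by 0.0437 and 0.00631, above every library of the first cluster. The sites were chosen by their change in the WT libraries, so only the mutant libraries bear on this match. Whether the relation is graded within a cluster was not tested.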
